# Transcriptomic Analysis Reveals Novel Mechanistic Insight into Murine Biological Responses to Multi-Walled Carbon Nanotubes in Lungs and Cultured Lung Epithelial Cells 

**DOI:** 10.1371/journal.pone.0080452

**Published:** 2013-11-19

**Authors:** Sarah Søs Poulsen, Nicklas R. Jacobsen, Sarah Labib, Dongmei Wu, Mainul Husain, Andrew Williams, Jesper P. Bøgelund, Ole Andersen, Carsten Købler, Kristian Mølhave, Zdenka O. Kyjovska, Anne T. Saber, Håkan Wallin, Carole L. Yauk, Ulla Vogel, Sabina Halappanavar

## Abstract

There is great interest in substituting animal work with *in vitro* experimentation in human health risk assessment; however, there are only few comparisons of *in vitro* and *in vivo* biological responses to engineered nanomaterials. We used high-content genomics tools to compare *in vivo* pulmonary responses of multiwalled carbon nanotubes (MWCNT) to those *in vitro* in cultured lung epithelial cells (FE1) at the global transcriptomic level. Primary size, surface area and other properties of MWCNT- XNRI -7 (Mitsui7) were characterized using DLS, SEM and TEM. Mice were exposed *via* a single intratracheal instillation to 18, 54, or 162 μg of Mitsui7/mouse. FE1 cells were incubated with 12.5, 25 and 100 μg/ml of Mitsui7. Tissue and cell samples were collected at 24 hours post-exposure. DNA microarrays were employed to establish mechanistic differences and similarities between the two models. Microarray results were confirmed using gene-specific RT-qPCR. Bronchoalveolar lavage (BAL) fluid was assessed for indications of inflammation *in vivo*. A strong dose-dependent activation of acute phase and inflammation response was observed in mouse lungs reflective mainly of an inflammatory response as observed in BAL. *In vitro*, a wide variety of core cellular functions were affected including transcription, cell cycle, and cellular growth and proliferation. Oxidative stress, fibrosis and inflammation processes were altered in both models. Although there were similarities observed between the two models at the pathway-level, the specific genes altered under these pathways were different, suggesting that the underlying mechanisms of responses are different in cells in culture and the lung tissue. Our results suggest that careful consideration should be given in selecting relevant endpoints when substituting animal with *in vitro* testing.

## Introduction

It is anticipated that the widespread use of engineered nanomaterials (ENM) in consumer products will lead to increased human exposure as a result of environmental contamination and using consumer goods containing ENM. Because of their nano size and distinct physico-chemical properties, exposure to ENM is suggested to cause different toxic responses than exposure to their larger counterparts. However, hazard characterization and human health risk assessment of ENM is hampered by a lack of validated toxicological methods for assessing ENM, and a lack of appropriate dose metrics and methodologies for sample preparation (reviewed in 1). Indeed, it has been estimated that it would require billions of dollars and close to 50 years to employ traditional toxicological methods to assess the ENM currently on the market [2]. Thus, there is an urgent need for the development of rapid alternative testing strategies. 

Many efforts have been made to develop inexpensive, rapid, and simple *in vitro* screening assays to assess and predict ENM-induced toxicity. Although limited in number, studies comparing *in vitro* and *in vivo* biological responses following ENM exposure have found generally poor concordance between the two test systems [3,4]; these experiments question the relevance of *in vitro* findings to *in vivo* health effects for ENM. For example, Seagrave et al. [3] found that diesel exhaust particle extracts were less toxic in *in vitro* tests in rat alveolar macrophages, but more toxic in rat lungs [3]. Sayes et al. [4] reported little correlation in the toxicological properties of five different types of fine- and nano-particles following *in vivo* instillation of rats compared to *in vitro* exposures using three different cell culture models (rat lung epithelial cells, rat primary alveolar macrophages and co-culture of lung epithelial and primary alveolar macrophages) [4]. Broadly different responses were also reported for *in vivo* compared to *in vitro* exposures to fine zinc oxide particles, and to fullerene, carbon nanotubes (CNT), gold and silver nanoparticles [5,6], reviewed in 7,8. Differences in *in vitro* and *in vivo* responses may be expected because *in vivo* studies evaluate toxicity in whole organisms or organs with complicated interplay between multiple cell types, whereas *in vitro* studies primarily focus on understanding the response of a single cell type isolated from a specific organ. It should also be noted that the comparisons described above are limited to a small set of biological endpoints that include inflammatory markers, oxidative stress, cytotoxicity and markers of tissue damage. 

In contrast to the studies described above, there appears to be agreement between the *in vitro* and *in vivo* models for the evaluation of genotoxic potential of nanomaterials (reviewed in 9). These findings suggest that careful selection of cell types, toxicity endpoints and knowledge of the related tissue physiology is important to derive meaningful comparisons. Moreover, the data demonstrate that the biological responses and pathologies associated with exposure to ENM are complex, and involve perturbations of several pathways and functions. The use of systems biology approaches to gain knowledge of the intricate relationship between the pathways leading to toxicity in these systems is required not only to understand the underlying etiologies of ENM-induced effects, but also to validate the relevance of *in vitro* results, undertaken to predict *in vivo* risk. 

CNTs are cylindrical carbon allotropes. Their nano size, high aspect ratio (length/width), and fibre shape render their properties asbestos-like resulting in potentially higher toxicity than larger sized particles [10-12]. CNTs are categorized as either single-walled (SWCNT, single sheet of graphene) or multi-walled (MWCNT, multiple sheets of graphene) based on their wall numbers. MWCNT, which are the focus of the current study, are widely used in many industrial and biomedical applications [11,13,14] and consequently, occupational exposure to MWCNT has increased. *In vivo* animal exposure models clearly demonstrate that inhalation or instillation of MWCNT into the lungs induces inflammation, persistent interstitial fibrosis, and granuloma formation in rodents [15-20]. Studies on mice given intraperitoneal injections of MWCNT of different shapes and lengths into the mesothelial lining of the peritoneal cavity show that length and diameter are important for the infiltration of inflammatory cells into the lungs and lung fluid [21,22] inciting inflammation. MWCNT are biopersistent, cause chronic tissue injury and at least in some situations, are carcinogenic. Indeed, it was recently shown that p53 heterozygous mice or rats given intraperitoneal or intrascrotal injection of MWCNT develop mesotheliomas in a dose-dependent manner [23,24] (NIOSH bulletin). For these reasons, we believe that at the doses tested, MWCNT should be considered as causing serious health effects and possibly being carcinogenic. 

The primary objective of the present study was to delineate the mechanisms underlying the biological responses of an *in vitro* lung epithelial monolayer cell culture model, relevant to the *in vivo* lung tissue response, following exposure to MWCNT to shed light on the utility of *in vitro* models to predict adversity *in vivo*. MWCNT- XNRI -7 (Mitsui7) was used as a model MWCNT particle. To accomplish our objective, we characterized global transcriptional responses in the lungs of C57BL/6 mice exposed to Mitsui7 and compared them to transcriptional profiles from mouse lung epithelial cells exposed to Mitsui7 in culture. C57BL/6 mice were used to study *in vivo* effects because all of our previous and ongoing *in vivo* studies on different particle types have been conducted on this strain. Therefore, the results of this study will also enable consistent and systematic comparisons of biological responses across particle types. The mouse lung epithelial cell line FE1 was used to investigate *in vitro* responses to Mitsui7. FE1 is a spontaneously immortalized lung epithelial cell line derived from a normal healthy Muta^TM^Mouse. This cell line retains key endogenous metabolic capacity and p53 signalling, and presents both a type I and type II alveolar phenotype. Because the Muta™Mouse model contains a *lacZ* mutation reporter transgene, this cell line also enables an assessment of the mutagenic effects of nanomaterials and has been extensively used in our laboratory for studying the genotoxicity of chemicals and nanomaterials [25-31]. 

*In vitro* doses were chosen based on their relevance to *in vivo* lung burden and also to reflect the doses reported in the literature. DNA microarrays were used to examine the responsive biological pathways and functions altered in FE1 cells incubated in the presence of 12.5, 25, 100 µg/ml Mitsui7 relative to lung tissues exposed via intratracheal instillation to 18, 54, 162 µg/mouse Mitsui7. Samples were collected at 24 hours post-exposure. Statistical and systems biology tools were employed to provide a global foot-print of Mitsui7-responsive pulmonary transcriptome in the two widely studied models. *In vivo* characterization of lung inflammation and validation of microarray results by RT-qPCR were further used to support the conclusions derived. 

## Materials and Methods

### Material characteristics

The MWCNT used in this study is a MWCNT- XNRI-7; lot 05072001K28, Hadoga Chemical industry (formerly known as Mitsui). In this study it will be referred to as Mitsui7. Chemical composition and length of the same [18] and a different batch [23] have been published previously and results are summarized in Table 1. In brief, the average particle length of Mitsui7, as reported by the manufacturer, is 3-5 μm. One gram of Mitsui7 corresponds to 3.55 x 10^11^ particles and consists of particles with an average width of ca. 100 nm. Transmission Electron Microscopy (TEM) revealed that the median length of Mitsui7 is 3.86 μm with 27.5% of Mitsui7 particles having lengths longer than 5 μm [23]. The numbers of walls vary from 20 to 50 [18]. Major impurities as determined by the collision type Inductively Coupled Plasma Mass Spectrometry, Combustion Ion Chromatography and trace metal analysis included Fe: (0.3%), Na: 0.4% S: ca. 470 ppm and Cl: ca. 20 ppm (18) [23]. 

**Table 1:** Known characteristics of MWCNT-Mitsui-7.

**References**	**Dispersion**	**Tube length**	**Tube Width ± SD**	**Impurities**
Mitsui, Tokyo, Japan	ND	Segments; 3-5 μm long	ND	ND
Tagaki et al. 2008	5% Triton X-100	27.5% longer than 5 μm	100 nm	Fe: 0.35% S: 0.047%
Porter et al. 2010	PBS and dispersion media	Median length: 3.86 μm	49±13.4 nm	Fe: 0.32% Na: 0.41%

ND: Not Determined

### Characterization of Mitsui7 in dispersion medium

#### Scanning Electron Microscopy

Size and the level of agglomeration was evaluated by Scanning Electron Microscopy (SEM) using a Zeiss Ultra 55 (Carl Zeiss Microscopy GmbH, Germany) SEM equipped with a field emission electron source. High vacuum conditions were applied and a secondary electron detector was used for image acquisition. Samples were prepared on a carbon tape surface and coated with a conductive layer of Au with approximately 20 nm thickness. Mitsui7 as dry pristine powders and dispersed in the exposure media, was analyzed by SEM. 

### Preparation of Mitsui7 exposure stock

#### For in vitro exposures

 Immediately before the treatment, Mitsui7 suspensions were prepared as follows. A total of 8.9 mg of Mitsui7 was suspended in 2.6 ml of cell culture media to a total stock concentration of 3.4 mg/ml. Particle suspensions were prepared by sonication of Mitsui7 stock concentrations using a S-450D sonifier (Branson Ultrasonics Corp., Danbury, CT, USA) equipped with a disruptor horn (Model Number: 101-147-037) for a total of 4 minutes at amplitude of 10%, with alternating 10 s pulses and pauses on ice. 

#### For in vivo exposures

Particles were suspended by sonication in 1 ml of MilliQ water containing 0.9% NaCl and 10% v/v acellular broncho alveolar lavage (BAL) fluid collected from C57BL/6 mice. Naïve C57BL/6 mice were flushed twice with 0.6 ml of 0.9% NaCl to obtain approximately 1 ml of BAL. BAL was centrifuged at 400 G for 10 min at 4°C to remove cells and the supernatant was used in the dispersant liquid. The Mitsui7 (4.05 mg/ml) suspension was sonicated on ice using a Branson Sonifier S-450D equipped with a disruptor horn (Model number: 101-147-037) for a total of 4 minutes at amplitude of 10%, with alternating 10 s pulses and pauses. This suspension was used for the high dose (162 µg) and diluted 1:3 in vehicle for the medium (54 µg) dose and diluted further 1:3 for the low dose (18 µg). Between the dilutions the suspensions were mixed by pipetting. Vehicle control solutions were prepared with 0.9% NaCl and 10% acellular BAL fluid and sonicated as described above. 

### Dose selection

Table 2 summarizes the doses chosen for *in vivo* and *in vitro* exposures. 

**Table 2:** Comparison of *in vivo* and *in vitro* doses.

***In vivo* exposure doses**				***In vitro* exposure concentrations**			
µg/animal	162	54	18	µg/ml	100	25	12.5
mg/kg	8.1	2.7	0.9	mg/kg	NR	NR	NR
(assuming an average mouse weighs 20 g)							
mg/kg mouse lung	591	197	65.7	mg/kg	NR	NR	NR
(assuming an average lung weighs 274 mg)							
µg/cm^2^ (lung surface: 82 cm^2^)	1.98	0.66	0.22	µg/cm^2^ (4-wells Petri dish: 21.8cm^2^, 6.8 ml)	31.19	7.8	3.9

NR: Not Relevant

#### *In vivo*

Mice were exposed to 18, 54 or 162 µg of Mitsui7/animal by single intratracheal instillation (these doses are also referred to as low, medium, and high respectively, in the text where appropriate). The doses were selected based on our previous studies [32-36] and reflect 8 h time weighted average (TWA) for carbon black particles (3.5 mg/m^3^) in an occupational setting in Denmark. The lung of an average female C57BL/6 mouse of 20 g weighs 274 mg with an average surface area of 82 cm^2^. Thus, using surface area of exposure as a parameter, the doses chosen in the study can be expressed as 0.22, 0.66 and 1.98 µg of Mitsui7/cm^2^ of lung surface area, respectively. 

#### *In vitro*

Cells were exposed to 12.5, 25.0 and 100 µg Mitsui7/ml (these doses are also referred to as low, medium, and high respectively in the text where appropriate). These concentrations were selected based on the concentration ranges used in the literature that are demonstrated to induce some degree of cellular response, but that are well below the concentrations that induce cytotoxicity (data not shown). Monolayers were exposed in a 4-well Petri dish consisting of 21.8 cm^2^ total surface area. The exposure was carried out in a total volume of 6.8 ml. The *in vitro* concentrations amount to 3.9, 7.8 and 31.19 µg/cm^2^ of Petri dish. Thus, the highest *in vivo* dose (1.98 µg/cm^2^) was approximately half of the lowest *in vitro* concentration used (3.9 µg/cm^2^), based on µg Mitsui7/cm^2^ area. 

### Cell culture, exposure and sample collection

The development of the Muta^TM^Mouse lung epithelial cell line (FE1) and its characterization has been previously described [37]. The FE1 epithelial cells were cultivated in DMEM/F-12 + GlutaMaxTM-1 (Fisher Scientific Biotech Line A/S, 21765037, Slangerup, Denmark) supplemented with 2% fetal bovine serum (In Vitro AS, B1-04-007-1A, Fredensborg, Denmark), 1% penicillin/streptomycin solution (In Vitro AS, B1-03-031-1B, Fredensborg, Denmark) and 100 ng/μl murine epidermal growth factor (Sigma-Aldrich, E4127-1MG, Broendby, Denmark). Cells were maintained in T150 bottle (Thermo Fisher Scientific, NUN-156502, Roskilde, Denmark) at 37.0°C with 5% CO_2_ and 90% humidity. Media was replaced every 2-3 days to ensure proper growth conditions. 

FE1 cells were seeded at 10^5^ cells/ml density to a total of 6.81 ml/well in the 4-well plates (NUNC, Thermo Scientific, Hvidovre, Denmark, 167-063) and incubated at 37°C for 24 hours. The next day cells were examined for overall natural appearance and growth. At the time of treatment, cells showed ~ 80% confluency. Cells were incubated with 0, 12.5, 25, and 100 µg Mitsui7/ml for 24 h. Following the incubation, cells were trypsinized and centrifuged to collect cell pellets. The cell pellets were stored at -80°C until further use. Three individual experiments were conducted (cells were exposed in separate experiments). 

### Animals

#### Ethics Statement

All procedure complied with EC Directive 86/609/EEC and Danish laws regulating experiments on animals (permit 2010/561-1779). Mice did not display any signs of respiratory distress, lethargy or any other physical symptoms following exposure.

Female C57BL/6 mice aged 5-7 weeks were obtained from Taconic (Ry, Denmark). The mice were allowed to acclimatize for 1-3 weeks before the experiment. All mice were given food (Altromin no. 1324, Christian Petersen, Denmark) and water *ad libitum* during the whole experiment. Mice were group-housed in polypropylene cages with sawdust bedding at controlled temperature 21±1°C and humidity 50±10% with a 12-h light:12-h dark cycle. Experiments were initiated at 8 weeks of age. 

#### Animal exposure and tissue collection

Mice were intratracheally instilled as previously described for other nanomaterials [33,38]. In brief, mice were anesthetized by subcutaneous injection of 0.2 ml of Hypnorm® (fentanyl citrate 0.315 mg/ml and fluanisone 10 mg/ml, Janssen Pharma) and Dormicum® (Midazolam 5 mg/mL, Roche) in sterile water. The mice were kept on their back at a 40-degree angle on a hot plate (37 °C) during the entire procedure. Mice were exposed to 18, 54 and 162 µg of Mitsui7 *via* a single intratracheal instillation. A 40 µl suspension was instilled followed by 150 μl air with a 250 µl SGE glass syringe (250F-LT-GT, MicroLab, Aarhus, Denmark). Control animals were instilled with vehicle (0.9% NaCl with 10% BAL). After the instillation catheter was removed, breathing was observed in order to assure that the delivered material did not block the airways. Mice were allowed to recover for 24 hours before sacrifice. For tissue collection, mice were anaesthetized with Hypnorm/Dormicum as described above and killed by exsanguination via intracardiac puncture. The right lung lobes were snap-frozen in cryotubes in liquid N_2_ and stored at -80°C.

All animal procedures followed the guidelines for the care and handling of laboratory animals established by the Danish government. The Animal Experiment Inspectorate under the Ministry of Justice approved the study (#2010/561-1779). 

### Additional animal exposures and tissue collection for validation by RT-qPCR

The doses chosen for both *in vivo* (18, 54 and 162 µg of Mitsui7/animal) and *in vitro* (12.5, 25, and 100 µg of Mitsui7/ml) were high [18], therefore, additional animal exposures to lower doses of Mitsui7 were carried out. Mice were exposed to 2 and 6 µg of Mitsui7 via single intratracheal instillation and samples were collected at 24 hours following the exposure. *In vitro*, cells were incubated with 0.00125, 0.125 and 1.25 µg of Mitsui7/ ml and cells were harvested at 24 hours post-exposure time point. Exposure of animals and sample collection is described above. Tissue samples collected from this exposure were used for validation by RT-qPCR.

### Transmission Electron Microscopy

For transmission electron microscopy (TEM), mice were euthanized and lungs were fixed for a week in a 2% glutaraldehyde buffered fixative (pH 7.2) *via* trachea. Fixed lung was cut in small pieces and a standard Electron Microscope embedding procedure was carried out. Samples were rinsed in 0.15 M phosphate buffer followed by a wash with 0.15 M sodium cacodylate. Post-fixation and osmofication were carried out in 2% osmium tetroxide in 0.05 M potassium ferricyanide for 2 hours. Following osmofication, samples were rinsed in deionized water and placed in 1% uranyl acetate in water overnight at 5 °C. The following day samples were gradually dehydrated in ethanol and lastly in propylene oxide. Embedding was performed in propylene oxide diluted Epon, until 100% Epon 812 was used before polymerisation at 60 °C for 24 hours. Samples were cut into approximately 80 nm sections for TEM using an ultramicrotome with a diamond knife. Sections were stained with uranyl acetate and lead citrate, and imaged using a CM 100 BioTwin instrument from Philips operated at 80 kV accelerating voltage.

### BAL cell counts

Infiltration of inflammatory cells into lung lining fluid was determined by BAL done immediately after cardiac puncture and collection of blood. The statistical analyses were performed in SAS version 9.2 (SAS Institute Inc., Cary, NC, USA). Statistical significance was calculated using a non-parametric one-way ANOVA with a post-hoc Tukey-type experimental comparison test.

### Total RNA extraction

Total RNA was isolated from cell samples (n = 6 replicates per concentration) and from lung tissue of 72 mice in total (n = 6 mice per dose group). Isolations were done using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and purified using the RNeasy MiniKit (Qiagen, Mississauga, ON, Canada ) as described by the manufacturer. An on-column DNase treatment was applied (Qiagen, Mississauga, ON, Canada). All RNA samples showing A260/280 ratios between 2.0 and 2.15 were further analysed for RNA integrity using an Agilent 2100 Bioanalyzer (Agilent Technologies, Mississauga, ON, Canada). RNA integrity numbers above 7.0 were used in the experiment. If the RNA samples didn’t reach the criteria, new RNA extractions from the lung tissue or cell culture were performed. Total RNA was stored at -80°C until analysis.

### Microarray Hybridization

Total RNA (200 ng) from each sample (n=6 per group) and from universal reference RNA (UMRR, Stratagene, Mississauga, ON, Canada) was used to synthesize double-stranded cDNA and cyanine labeled cRNA using the Agilent Linear Amplification kit (Agilent Technologies, Mississauga, ON, Canada ). Reference RNA was labeled with cyanine 3-CTP and experimental samples were labeled with cyanine 5-CTP (Agilent Technologies Inc., Mississauga, ON, Canada). The cyanine-labeled cRNA was *in vitro* transcribed using T7 polymerase and purified using RNeasy mini kits (Qiagen). Sample and reference targets (825 ng) were combined and hybridized to Agilent 8 x 66K oligonucleotide microarrays (Agilent Technologies Inc., Mississauga, ON, Canada) for 17 hours at 65°C. The arrays were washed according to supplier instructions and then scanned on an Agilent G2505B scanner at 5 µm resolution. Data were acquired using Agilent Feature Extraction software version 9.5.3.1

### Statistical Analysis of Microarray Data

A reference design [39-41] with the sample labelled with Cy5 and the reference labelled with Cy3 was used to analyze the data. The quantified data for each array was read into R [42,43]. The median signal intensity without background subtraction was used in this analysis and probes with technical replicates were averaged using the median. The background for each array was measured using the (-)3xSLv1 probe. Spots with median signal intensities less than the trimmed mean (trim = 5%) plus three trimmed standard deviations of the (-)3xSLv1 probe were flagged as below detection (i.e., absent). The total number of flagged spots, the median signal intensity and standard deviation for the (-)3xSLv1 probe for each array were recorded. Other microarray level summary statistics included the median signal to noise ratio (log_2_ scale) and the median signal intensity for each channel as well as the median absolute deviation. Differentially expressed genes between the control and treated groups were determined using the MAANOVA library [44]. The ANOVA model included treatment and a slide effect. This model was applied to the log_2_ of the relative intensities. The Fs statistic [45], a shrinkage estimator for the gene-specific variance components was used. The p-values for all the statistical tests were estimated using the permutation method (30,000 permutations with residual shuffling). These p-values were then adjusted for multiple comparisons by using the false discovery rate approach (FDR) [46]. Estimated marginal means, also known as least square means [47,48], were estimated for each group. These means are a function of the model parameters and are adjusted for the other factors in the model such as day of hybridization. The least square means were then used to estimate the fold change for each contrast that was tested.

### Quantitative Real Time (qRT)-PCR array validation

Fifty-four individual genes from each cells and tissues were selected for further validation by RT-qPCR using custom RT^2^ Profiler PCR Arrays and a BioRad CFX96 Real-Time PCR detection system. The genes selected were statistically significant in the DNA microarray analysis for at least one condition and were associated with three biological functions: oxidative stress, inflammation and fibrosis. A custom RT^2^ Profiler PCR Array plate, the RT^2^ First Strand Kit and RT^2^ SYBR^®^ Green qPCR Mastermix (QIAGEN Sciences, Maryland, USA) were used. 

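On the lung arrays, hypoxanthine-guanine phosphoribosyltransferase (Hprt) had a log2 fold change against controls of 0.18 (standard error 0.10, adjusted p = 0.439) at 18 µg, 0.08 (standard error 0.11, adjusted p = 0.933) at 54 µg and 0.06 (standard error 0.10, adjusted p = 0.873) at 162 µg in limma. That of actin β (Actb) was 0.34 (standard error 0.19, adjusted p = 0.427), 0.28 (standard error 0.20, adjusted p = 0.790) and 0.14 (standard error 0.19, adjusted p = 0.809). At 18 µg and 162 µg the changes of Hprt and Actb became negative when arrays were centred on their median or left without normalization, and that of Hprt at 162 µg also in the deposited log2 table. Glyceraldehyde 3-phosphate dehydrogenase (Gapdh) had 7 probes, all of them higher than in controls at each dose. On its brightest probe the log2 ratio to the reference RNA was -1.42 ± 0.19 (SD, n = 5) in control lungs, -0.77 ± 0.26 (SD, n = 6) at 18 µg and -0.73 ± 0.38 (SD, n = 6) at 162 µg. Its log2 fold change was 0.52 (standard error 0.16, adjusted p = 0.113) at 18 µg, 0.24 (standard error 0.21, adjusted p = 0.844) at 54 µg, where 3 of 5 mice had a value, and 0.54 (standard error 0.16, adjusted p = 0.0556) at 162 µg. The Gapdh ratio was above that of all controls in 6 of 6 mice at 18 µg and 6 of 6 at 162 µg, and 2 of the 7 probes were called at 162 µg. Without normalization the change of Gapdh at 18 µg was 0.00. With single mice left out, the change of Gapdh at 18 µg ranged from 0.32 (without control replicate 4) to 0.62 (without control replicate 1). At 162 µg it ranged from 0.34 (without control replicate 4) to 0.63 (without control replicate 3).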

Hypoxanthine-guanine phosphoribosyltransferase (*Hprt*), actin β (*Actb*) and glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) were used as reference genes for normalization and were selected based on their stable expression levels in the treated and control samples in the microarray results. A threshold value was set to 10^2^. The final RT-qPCR validation group consisted of a sample size of n=3 for both cells (individual passages) and tissues (individual animals).

## Results and Discussion

We exposed mice and mouse lung epithelial cells in culture to three different doses of Mitsui7 to evaluate the efficacy of *in vitro* models to predict *in vivo* outcomes following exposure to ENM. Lung tissues and cell lysates were collected 24 hours post-exposure. Global gene expression profiling was employed to characterize the molecular differences and similarities between *in vivo* and *in vitro* models as they relate to the existing mechanistic information available on the MWCNT-induced toxic effects.

### Dose and concentration selection

*In vivo* doses chosen for this study were based on our previous studies and reflect 1, 3, and 9 days of 8 h time weighted exposure limit for carbon black particles (3.5 mg/m^3^) in an occupational setting in Denmark. *In vitro* doses were chosen to mimic the total lung surface area available for exposure to particles (Table 2). At present, there are no occupational exposure limits specified for MWCNT in Denmark. Taking into consideration the MWCNT aerosol levels found in an occupational environment, the mass median aerodynamic diameter of MWCNT, and the surface area of human alveolar epithelium, Porter et al. [18] calculated that exposure of mice to 10 µg MWCNT is close to one month of human exposure to aerosol concentrations of 400 µg/m^3^ MWCNT in the work environment [18,49]. Mice exposed to 10 µg of MWCNT exhibit transient inflammation, which subsides at 7 days post-exposure. In contrast, mice exposed to 20 and 40 µg MWCNT displayed prolonged inflammation up to 56 days post-exposure, and fibrosis-like conditions are observed following exposure to 80 µg MWCNT [18,50]. The Mitsui7 instillation doses used in the present study span this entire exposure range [18,50].

An aerosol concentration of 440 µg/m^3^ is approximately equivalent to human alveolar epithelium exposed to 226 µg/m^2^ MWCNT per month, which is less than 1 µg/ml concentration for cells exposed in culture medium [18]. Thus, according to these calculations, the *in vitro* Mistui7 concentrations chosen in the present study are approximately an order of magnitude higher than potential human exposures (the lowest concentration being 3.9 µg/ml), as well as approximately an order of magnitude higher than the mouse *in vivo* exposures. However, we note that the lowest *in vitro* dose (12.5 µg) is similar to the highest *in vivo* dose (162 µg) delivered. These very high doses were chosen because they reflect the present literature on MWCNT-induced effects.

### Mitsui7 characteristics in the dispersion medium

The particle size of Mitsui7 in the *in vivo* and *in vitro* exposure dispersion medium was determined using dynamic light scattering (DLS; File S1). The DLS technique measures spherical hydrodynamic diameter and since Mitsui7 exhibit rod-like shapes, it is not clear what the size-spectra of Mitsui7 generated by DLS corresponds to. Size scatter may very well include signals arising from more than one MWCNT dimension and metal impurities; however, the sizes may reflect the hydrodynamic equivalent size distributions. The distribution used in this study is number size distribution. The DLS is used only as an indication of the successful dispersion of the MWCNT and caution must be exercised when interpreting DLS data.

The DLS of unfiltered Mitsui7 in the *in vivo* exposure medium (0.9% NaCl with 10% BAL) showed a slightly skewed unimodal size distribution with a peak size at ca. 5000 nm (Figure S1A). The average zeta size was 8719.8 nm. The polydispersity index (PDI) was 1.0, indicating the presence of large Mitsui7 agglomerates of different sizes. After filtration through a 3.1 μm filter, DLS showed a multimodal size distribution with peak sizes at ca. 600 nm, 1000 nm, and 2000 nm, and an average zeta size of 1701.8 nm, thus indicating the presence of smaller agglomerates (Figure S1A). A PDI of 0.658 was found, demonstrating better dispersion after filtration. The *in vivo* exposure medium was analyzed separately and showed a bimodal size distribution with peak sizes at ca. 85 nm and 250 nm, an average zeta size of 389.9 nm (Figure S1B), and a PDI of 0.717, indicating protein agglomerates of various sizes. Filtration of the exposure medium through a 0.2 μm filter revealed the presence of smaller proteins with peak sizes of 25 nm and 55 nm, and an average zeta size of 67.2 nm. 

The *in vitro* exposure medium (DMEM-F12 cell culture medium with 2% fetal bovine serum) was also analyzed with and without Mitsui7. The analysis of unfiltered Mitsui7 in the *in vitro* exposure medium showed a unimodal size distribution with a peak size at ca. 370 nm (Figure S1C). The average zeta size was 368.6 nm and the PDI was 0.406, indicating well-dispersed Mitsui7. A separate analysis of *in vitro* exposure medium alone showed a unimodal size distribution with a peak size of 5.5 and a zeta average of 14.5 (Figure S1D). 

SEM was performed on both pristine Mitsui7 and Mitsui7 in the exposure medium used for both *in vivo* and *in vitro* exposures. At all magnifications Mitsui7 appeared intertwined and agglomerated, with both long and straight, and bended tubes (Figures 1A and 1B). Crystalline impurities were observed on the Mitsui7 that may have originated from the dried exposure medium. SEM images of the pristine Mitsui7 are shown in Figure 2A-C. At low quantities, the pristine Mitsui7 appeared long and straight, but at the higher densities agglomerates were observed, with somewhat intertwined and bended tubes. Figures 3A and 3B show light microscopy images of Mitsui7 dispersed by sonication in the *in vitro* exposure medium. Samples appeared well-dispersed at all doses. Cytotoxicity following exposure to the indicated doses of Mitsui7 was assessed *in vitro* previously and revealed no toxicity (NR Jacobsen, unpublished).

**Figure 1:**
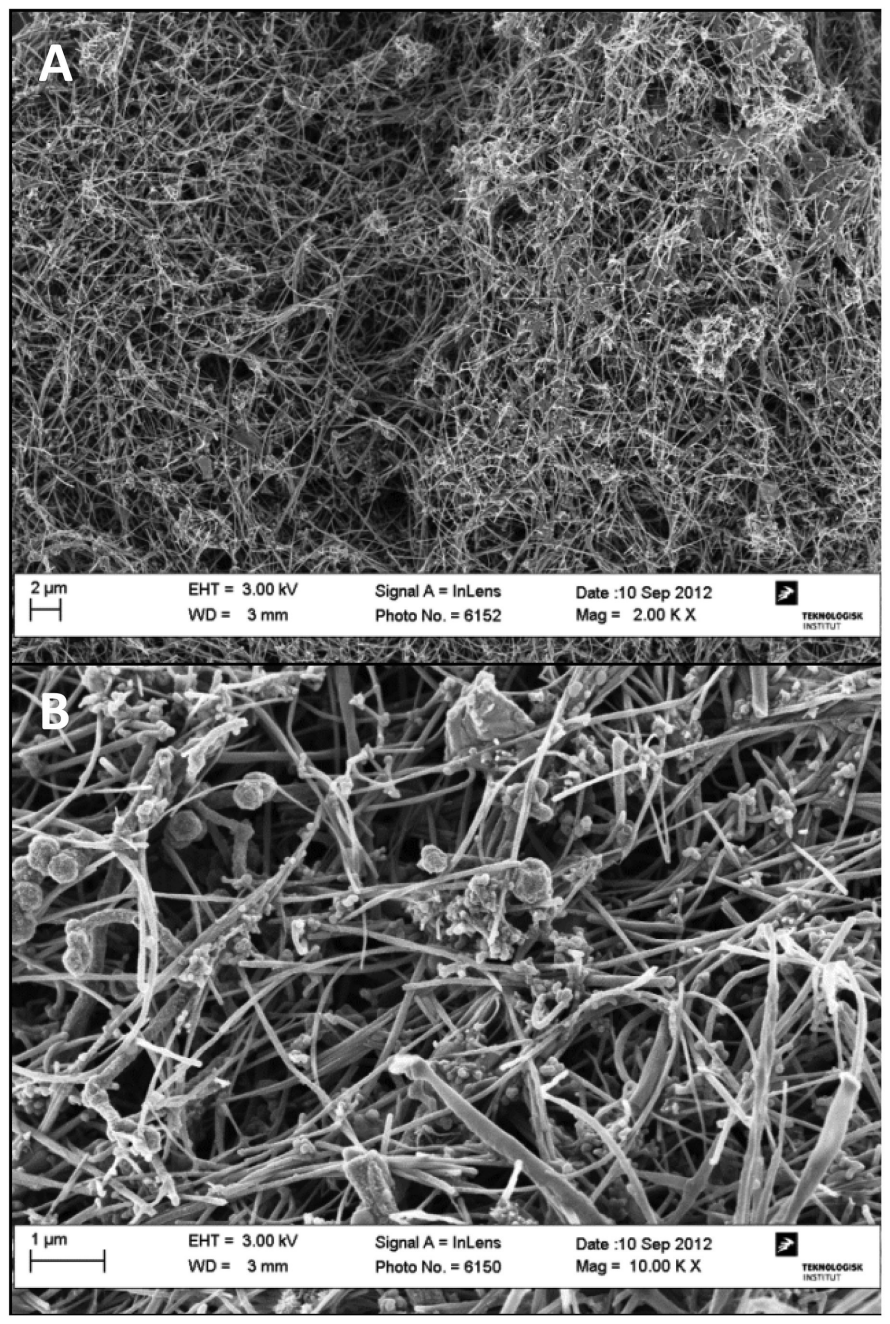
SEM images of Mitsui7 in the *in* *vivo* exposure medium. (A) High density behavior of Mitsui7 (B) Long, straight, and bended tubes are visible. Impurities seen on the MWCNTs may be dried materials from the exposure medium.

**Figure 2:**
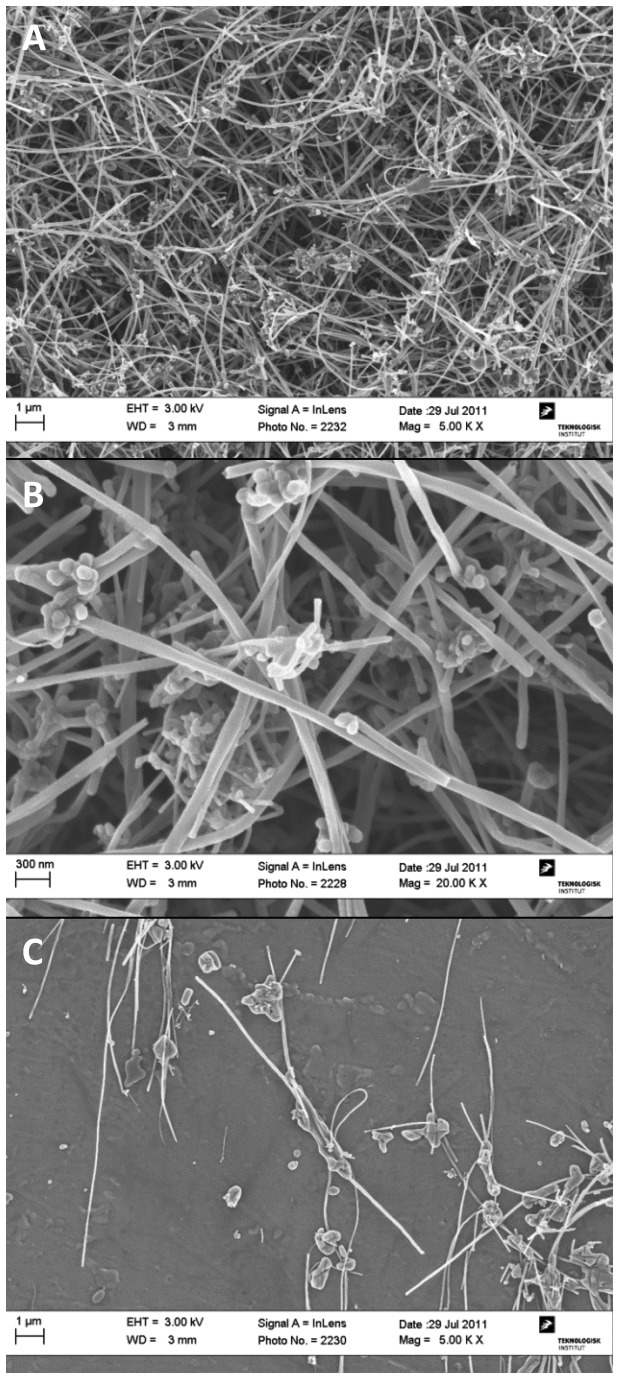
SEM images of dry, pristine Mitsui7. (A) Mitsui7 at high density. (B) A close-up of MWCNT at high density. (C) Mitsui7 behavior at low density.

**Figure 3:**
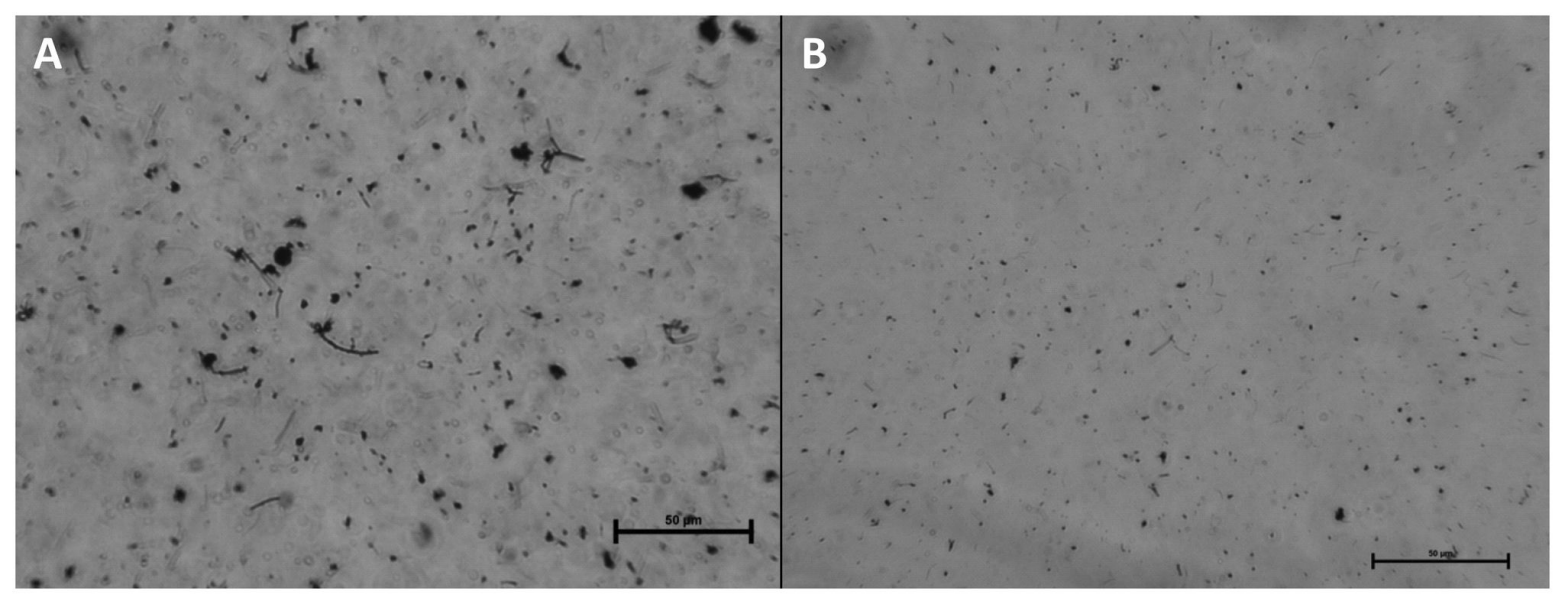
Light microscopy images of Mitsui7 dispersed in the *in* *vitro* exposure medium after sonication. (A) 100 μg/milliliter (31.19 µg/cm^2^) concentration (B) 12.5 μg/ml concentration (3.9 µg/cm^2^). Bars represent 50μm.

TEM was performed on both pristine Mitsui7 tubes and in the lung lining of the mice intratracheally instilled with Mitsui7. As with SEM, the pristine Mitsui7 appeared long and straight, and although agglomeration was observed, the rigid structure remained (Figure 4A). Diameter of the pristine tubes was measured to 74.4 nm (SD 27.2). Images of Mitsui7 found inside a cell three days after exposure are shown in Figures 4B, the MWCNTs have been partially dislodged during ultramicrotomy. An image of Mitsui7 enclosed in an alveolar macrophage three days after exposure are shown in Figures 4C. No tubes are seen penetrating the macrophage, but several tubes appear to have been engulfed and are enclosed in vesicles. This clearly shows interaction between Mitsui7 and inflammatory cells in the alveolar region. 

**Figure 4:**
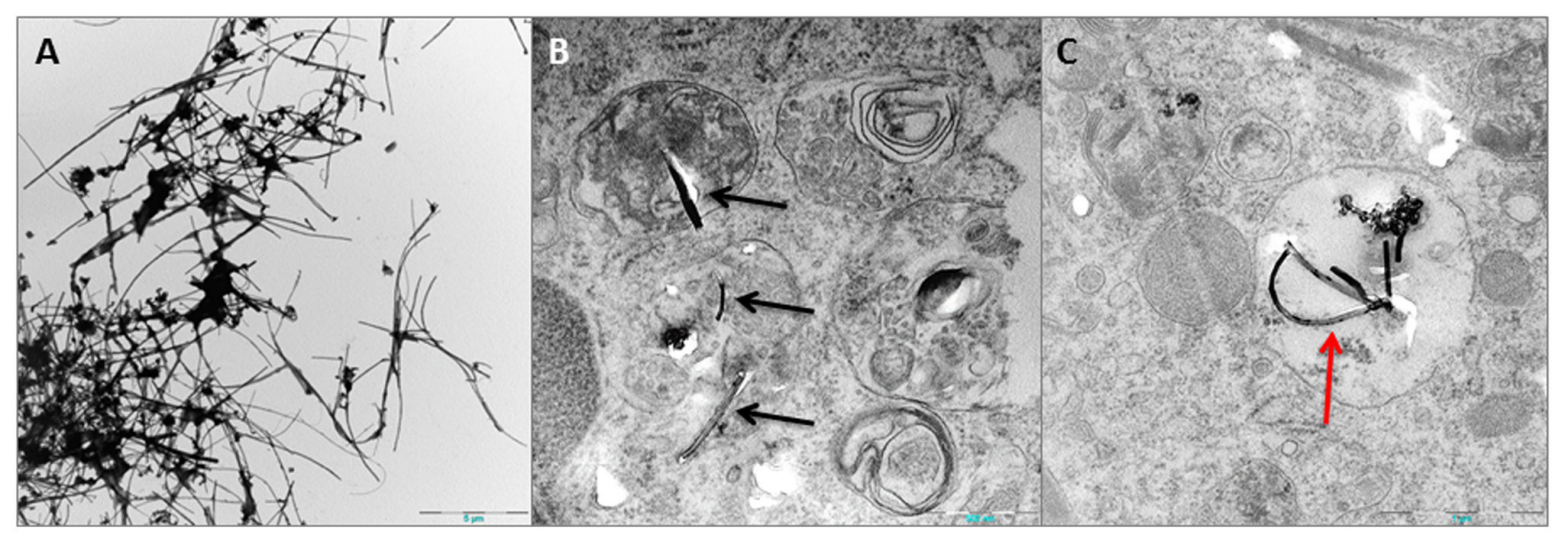
TEM images. (A) Pristine Mitsui7 (B) Mitsui7 MWCNTs interacting with cells in the lung lining fluid (Black arrows). The MWCNTs have been partially dislodged during ultramicrotomy (C) Macrophage containing engulfed Mitsui7 in vesicle (red arrow).

### BAL fluid cellular composition

BAL fluid was collected from Mistui7-instilled mice 24 hours after the exposure to assess the recruitment of inflammatory cells into the lung lumen. The total number of cells, neutrophils, macrophages, eosinophils, and lymphocytes were counted and the results are shown in Table 3. The lung inflammatory response was characterized by an increase in the total number of cells that was predominantly the result of a dose-dependent increase in neutrophils (7.2 - 18.2-fold increase over controls). Although a statistically significant increase in the total number of eosinophils was observed in all the dose groups compared to the vehicle treated controls (129.3, 77 and 7.3-fold increase at 18, 54 and 162 μg doses (0.22, 0.66 and 1.98 µg/cm^2^), respectively), an inverted dose response was found, with the highest eosinophil influx found at the lowest dose. Specifically, a 17.6-fold reduction in the number of eosinophils was observed from the lowest dose to the highest dose. A similar trend was observed for the total number of lymphocytes; there was a non-significant increase in the number of lymphocytes in the BAL of the low dose group mice (1.8 fold increase over matched controls) that decreased significantly with increasing dose (0.4 fold compared to matched controls at the high dose). In contrast, the total number of macrophages decreased in a dose-dependent manner relative to controls with a significant decrease found in the highest dose group (0.6 fold) compared to the vehicle treated matched controls. 

**Table 3:** Differential cellular counts in the bronchoalveolar lavage fluid.

**Cell types**	**Dose (µg/animal)**			
	**Control**	**18**	**54**	**162**
Neutrophils x 103 (%)	7.7 ± 1.7 (10.4)	55.1 ± 10.6 (38.6)*	60.6 ± 4.5 (44.5)*	140.2 ± 31.9 (71.8)*
Macrophages x 103 (%)	53.2 ± 2.5 (72.1)	38.2 ± 5.1 (26.8)	37.4 ± 7.4 (27.8)	30.3 ± 8.5 (15.5)*
Eosinophils x 103 (%)	0.3 ± 0.1 (0.4)	38.8 ± 10.7 (27.2)*	23.1 ± 11.1 (17.1)*	2.2 ± 0.5 (1.1)*#
Lymphocytes x 10^3^ (%)	1.6 ± 0.5 (2.2)	2.8 ± 0.5 (2.0)	1.7 ± 0.5 (1.3)	0.6 ± 0.3 (0.3)*#
Total BAL Cell x 103	73.8 ± 3.6	142.8 ± 22.3*	134.7 ± 19.5*	195.3 ± 40.8*

Statistically significant (P<0.05) difference between (*) treated and controls, and (#) low (18 µg) and high (162 µg) doses.

Our results showing increased neutrophil and decreased macrophage populations are consistent with Ma-Hock et al. [11]. However, these studies did not show increases in eosinophils. Although a sharp increase in the total number of eosinophils following exposure to low dose of Mitusi7 may be indicative of allergic airway inflammation [51], it is not clear from the observations why eosinophilia decreased with increasing dose. A similar decline in the total number of eosinophils in the lungs of rats exposed to increasing doses of nano-SiO_2_ was reported [52]. In a murine model of asthma, polymerized liposome nanoparticles were shown to mimic physiological ligand 1 and bind to P selectin on activated airway endothelium. Furthermore, competitive binding of nanoparticles to P selectin was shown to inhibit eosinophil activation resulting in reduced eosinophil-mediated inflammatory response, a hallmark of allergic airway disease [53]. These results support the hypothesis that high doses of Mitsui7 could be competing with physiologic- ligand 1 (required for activation of P selectin) to bind to P selectin on the activated endothelium thereby inhibiting the recruitment of eosinophils into the BAL. A similar argument can also be made for the observed decreases in the lymphocyte population at higher doses.

### Microarray analysis

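Lung RNA of 22 female mice was measured on dual-colour Agilent arrays. There were 5 vehicle controls, 6 mice given 18 µg Mitsui7, 5 given 54 µg and 6 given 162 µg, all collected 24 hours after a single intratracheal instillation. The paper gives 6 mice per group. Lung RNA was labelled with Cy5 and a common reference RNA, pooled from mouse cell lines, with Cy3 on every array, so each value is a log2 ratio of lung to reference. The arrays lay on 7 slides with 3 or 4 arrays each, and 2 of the slides held no control. From the deposited signal intensities, log2 ratios were normalized within each array by loess, which the paper's text does not name. Dose and slide were fitted together in limma over all arrays, and p was adjusted over 55681 probes by the method of Benjamini and Hochberg. A probe is called here at an adjusted p of at most 0.05 and a change of at least 1.5-fold, where it was expressed above background. The median standard error of the log2 fold change was 0.131 at 18 µg, 0.141 at 54 µg and 0.131 at 162 µg. A gene with several probes is represented by the probe with the highest mean intensity. Where that probe was not well above background in controls, a lower bound of the fold is given, unless it lies above the fold of the model. It divides the mean Cy5 signal of the treated group by a floor on each control array, the higher of the probe's own signal and the lowest signal among probes well above background. These signals were taken after loess and quantile normalization of the average intensities, and they are open to dye bias because dyes were not swapped.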

All microarray data have been deposited in the NCBI Gene Expression Omnibus database and can be accessed through the accession number GSE47000. A total of 4,259 of the 60,000 probes on the array were expressed (where expressed is defined as probes having signal intensities above background in 4 out of 5 samples in at least one experiment condition) in both cells and tissues. 

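Of 55681 probes on the lung arrays, 39549 (71.0%) had a Cy5 signal above background on at least 80% of the arrays of a group, and they cover 16821 named genes. Background was the trimmed mean of the negative control spots plus 3 trimmed standard deviations. Counting probes above background on at least 4 arrays of a group gave 40310, on all arrays of a group 35271, and in both channels 34679. The scanner software's flags for signals well above background moved the number most, to 31226. Per array, the share of probes above background was 70.5% to 77.7% in controls, 56.8% to 77.9% at 18 µg, 58.1% to 78.9% at 54 µg and 52.1% to 83.5% at 162 µg.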

Differentially expressed genes were identified using MAANOVA; a probe was considered to be differentially expressed if its normalized signal intensities in treated samples were significantly different from control values following FDR adjustment, with P ≤ 0.05, and the relative change in expression (fold change) was at least ±1.5 in either direction.

### Overview of *in vivo* microarray results

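Pearson's correlation of log2 ratios between lungs was computed across expressed probes, which are not independent replicates. The median over the 50 pairs of mice of the same group was 0.910 and the highest value 0.957. Pairs of controls had a median of 0.930, pairs at 18 µg 0.871, pairs at 54 µg 0.912 and pairs at 162 µg 0.905. For the 181 pairs from different groups the median was 0.894 with a range from 0.769 to 0.959. Pairs from different groups on the same slide had a median of 0.923, above that within groups, and pairs on different slides 0.890. With each probe centred on its mean over all arrays, which takes out what lungs share against the reference RNA, the median was 0.108 within groups, -0.113 between groups, -0.221 between controls and 162 µg, and 0.163 between groups on the same slide. The Cy5 channel alone moved the uncentred median within groups most, to 0.975.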

In general, a high degree of reproducibility was observed within control and treated replicates. A total of 1635 unique genes represented by 2104 probes were significantly differentially expressed in the lungs following exposure to 18, 54, and 162 µg of Mitsui7 at the 24 hours post-exposure time point. 

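In the re-analysis, 1618 unique genes represented by 2262 probes were called at 1 or more doses. Of these, 1161 genes were called at 162 µg alone, 189 at 18 µg alone and 2 at 54 µg alone. A call at 1 dose and not at another does not show that the doses differ.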

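Against controls, limma called 419 genes at 18 µg (131 higher and 288 lower), 72 at 54 µg (46 higher and 26 lower) and 1427 at 162 µg (692 higher and 738 lower, 3 of them in both directions on different probes). At an unadjusted p below 0.05 there were 7895, 4293 and 9371 expressed probes. With each mouse left out in turn, the count at 18 µg ranged from 25 (without control replicate 1) to 700 (without 54 µg replicate 5). At 54 µg it ranged from 6 (without 54 µg replicate 4) to 231 (without 54 µg replicate 5), and at 162 µg from 997 (without control replicate 3) to 1630 (without 54 µg replicate 3). Leaving out normalization moved the counts at 18 µg and 162 µg most, to 2 and 6 genes. A fit of only the 2 groups compared called 707 genes at 54 µg. The balance of directions moved as well. At 54 µg it was 71 higher and 160 lower without 54 µg replicate 5, and 289 higher and 418 lower in the fit of 2 groups. After median centring it was 0 higher and 136 lower at 18 µg, and 112 higher and 324 lower at 162 µg.

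**Figure D1:**
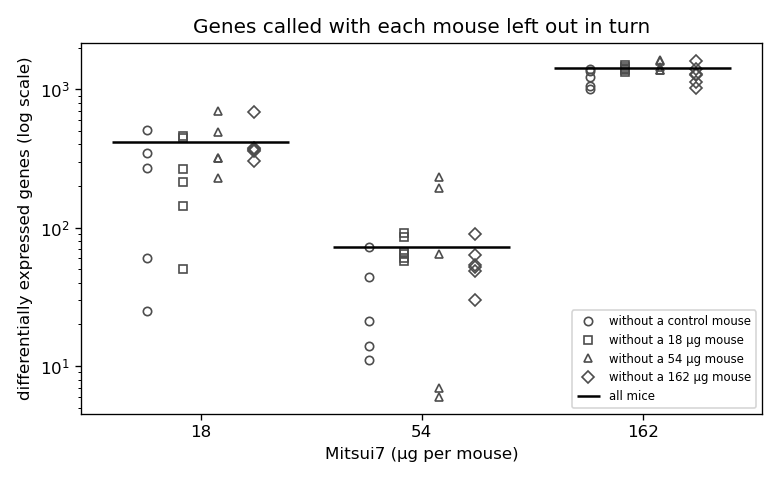
Number of genes called at 18, 54 and 162 µg Mitsui7 (log scale) when each mouse is left out in turn. Each symbol is 1 fit, its shape gives the group of the mouse left out, and the lines mark the counts with all mice, 419, 72 and 1427.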

A total of 601 (383 genes down-regulated and 219 up-regulated), 114 (35 down-regulated and 79 up-regulated) and 1353 (754 down-regulated and 601 up-regulated) genes were differentially expressed in the 18, 54, and 162 µg dose groups, respectively. These genes are listed in the Table S1. 

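The genes called at each of the 3 doses numbered 34 in the re-analysed lung arrays, and 15 of them are listed in Table 4. Among the 34 were Saa1, Saa3, Timp1, Cxcl1 and Ccl17, which were higher than in controls, and Asgr1, Cldn8 and Entpd8, which were lower. Saa1 lost its call at 18 µg in 14 of 22 fits with 1 mouse left out. Its estimate there ranged from 1.77 (without control replicate 5) to 2.50 (without 18 µg replicate 2). Asgr1 changed by -1.80 (standard error 0.17, adjusted p = 2.21e-04) on the log2 scale at 18 µg, -2.05 (standard error 0.18, adjusted p = 8.63e-05) at 54 µg and -1.95 (standard error 0.17, adjusted p = 1.14e-05) at 162 µg, and it lay below all controls in each treated mouse. The number ranged from 2 (without 54 µg replicate 4) to 141 (without 54 µg replicate 5) with single mice left out. As the same controls serve each dose, fold changes are alike even without an effect. Across genes, which are not independent replicates, they correlated with r = 0.595 between 18 µg and 54 µg, 0.555 between 18 µg and 162 µg and 0.776 between 54 µg and 162 µg. Simulated groups without an effect had medians of 0.502, 0.534 and 0.562.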

Only 46 genes were commonly differentially expressed in all three dose groups (Figure 5A). 

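Of the 46 genes in Table 4, all were found on the array and changed in the direction that the table gives at each dose. The log2 fold change grew in size at each step of dose for 25 genes and was larger at 162 µg than at 18 µg for 38. It was largest at 162 µg for 30 genes, at 54 µg for 11 and at 18 µg for 5. Between 162 µg and 18 µg, 16 genes differed when adjusted over the list alone, each with the larger change at 162 µg, and 12 when adjusted over all probes. As the study chose the list on these samples, this is not independent evidence. Without normalization the first of these counts moved most, to 3. Saa3 changed by 4.27 (standard error 0.67, adjusted p = 0.0114) at 18 µg, 5.13 (standard error 0.76, adjusted p = 0.0133) at 54 µg and 6.37 (standard error 0.70, adjusted p = 1.79e-04) at 162 µg, above all controls in each treated mouse. Its difference between 162 µg and 18 µg was 2.10 (adjusted p = 0.0622). At 18 µg the estimate for Saa3 ranged from 3.91 (without control replicate 1) to 5.08 (without 18 µg replicate 2) with single mice left out, and it lost its call without control replicate 1 or 5. For Saa1 the difference between 162 µg and 18 µg was 1.70 (adjusted p = 0.0353).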

Most of the genes in this list exhibited a dose-response and were mainly associated with acute phase response, immune cell trafficking, lung hypersensitivity, and hematological system functions. Increased expression of acute phase response genes (including *Saa1*, *Saa3* and *Timp1*) has also been reported in the lungs of mice exposed to nano-sized titanium dioxide [54,55] and nano- particles of carbon black [56], suggesting acute phase genes are sensitive markers of exposure to nanoparticles [57]. A list of the significant genes that were responsive in all dose groups is provided in Table 4. 

**Figure 5:**
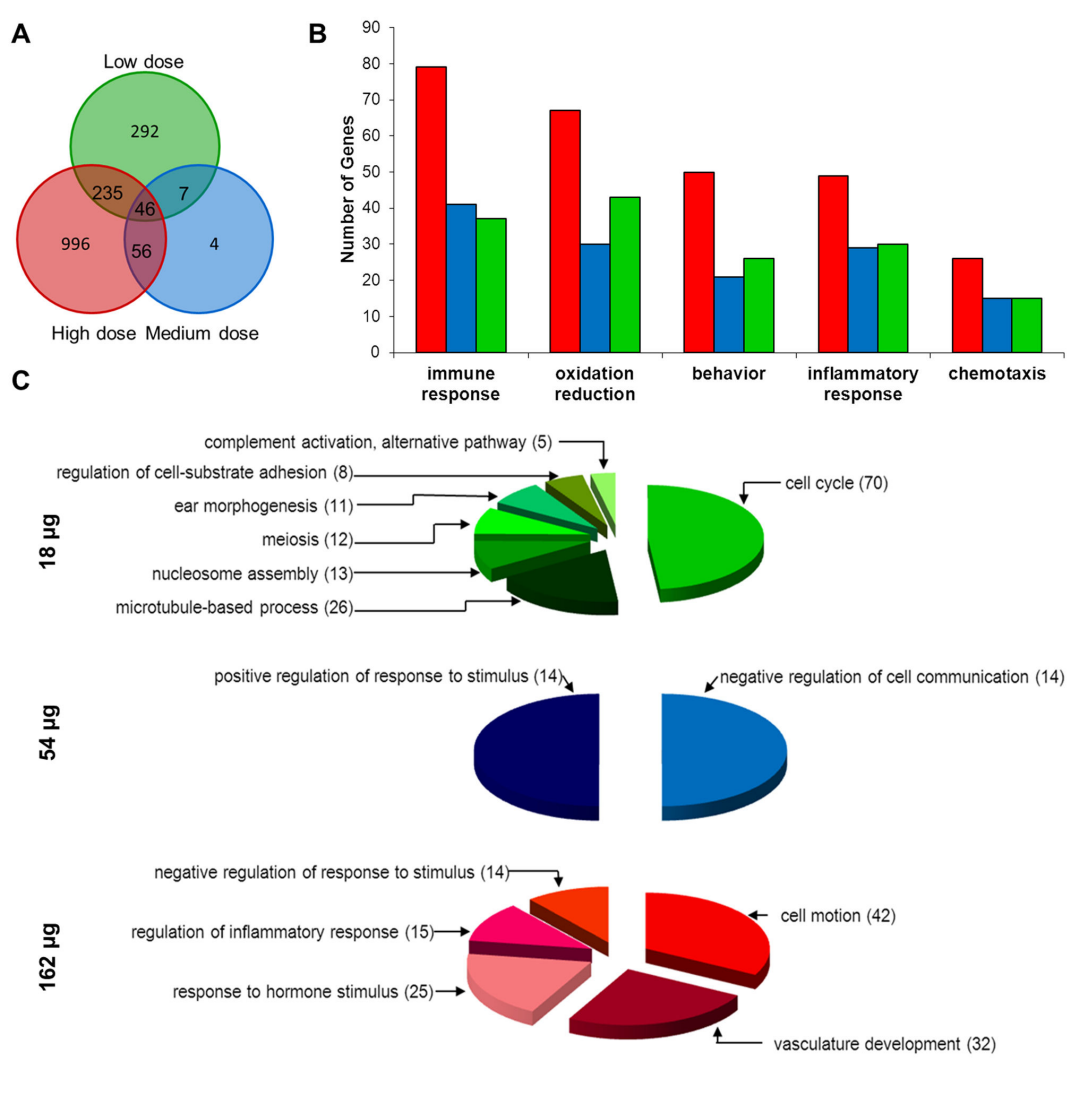
Overview of response in the lung tissue. (A) Venn diagram showing the overlapping differentially expressed genes (FDR P ≤ 0.05 and fold change ≥ 1.5) in response to low (18 µg, green), medium (54 µg, blue), and high (162 µg, red) doses of Mitsui7 in the lung tissues. (B-C) Gene ontology (GO) analysis of differentially expressed genes. (B) Commonly regulated GO biological processes, and (C) GO biological processes unique to the low, medium, and high dose groups. Numbers in parentheses represent number of genes altered in that process.

**Table 4:** Differentially expressed genes common across all three doses.

**Gene symbol**	**Entrez ID**	**Average fold change compared to matched controls**		
		**18 µg/mouse**	**54 µg/mouse**	**162 µg/mouse**
*A130040M12Rik*	319269	1.8	2.3	2.7
*Adamts4*	240913	1.8	2.4	3.5
*Adm*	11535	1.9	2.2	3.0
*Asgr1*	11889	-2.2	-3.1	-2.3
*Bcl3*	12051	1.6	1.7	1.7
*Ccdc129*	232016	-3.0	-2.3	-2.7
*Ccl11*	20292	3.0	5.2	3.4
*Ccl17*	20295	3.5	3.4	2.8
*Ccl2*	20296	3.6	5.3	4.0
*Ccl7*	20306	5.5	6.9	4.3
*Ch25h*	12642	2.7	3.1	4.0
*Cldn8*	54420	-2.0	-1.8	-2.0
*Ctps*	51797	2.0	2.7	2.9
*Cxcl1*	14825	2.3	3.9	4.7
*Entpd8*	72090	-2.0	-2.1	-2.4
*Gm2045*	100039096	2.1	2.5	4.4
*Gm2371*	100039687	1.7	2.1	2.8
*Gm3459*	100041663	2.0	2.7	3.9
*Gm4148*	100042984	2.0	2.1	3.0
*Gm4382*	100043353	2.1	1.9	2.5
*Gm4499*	100043524	2.0	2.5	3.6
*Gprasp1*	67298	-1.6	-1.7	-2.6
*Has1*	15116	1.9	2.3	1.8
*Hbegf*	15200	1.8	2.6	2.0
*Il6*	16193	2.6	3.9	6.2
*Klhl24*	75785	-1.9	-1.9	-1.8
*Mt2*	17750	2.7	11.7	27.5
*Myb*	17863	-1.9	-2.1	-2.2
*Osbpl6*	99031	-1.8	-1.6	-1.9
*Rgs16*	19734	1.8	2.1	2.5
*Rrbp1*	81910	1.6	1.6	1.6
*Serpina3g*	20715	3.2	3.4	3.4
*Serpinf1*	20317	-1.7	-1.7	-1.7
*Six4*	20474	-1.7	-1.7	-2.1
*Slc26a4*	23985	9.0	7.7	5.3
*Slc30a2*	230810	-2.2	-1.9	-1.9
*Slc39a14*	213053	1.6	2.3	3.7
*Saa1*	20208	3.8	7.0	12.3
*Saa3*	20210	9.9	12.3	45.6
*Timp1*	21857	7.7	9.7	11.7
*Tnfrsf12a*	27279	1.6	2.4	2.7
*Tnfsf9*	21950	2.0	2.1	2.4
*Trib1*	211770	1.5	1.7	1.6
*Trmt61a*	328162	1.8	1.8	1.7
*Tubb6*	67951	1.8	1.8	1.6
*Tyro3*	22174	-1.6	-1.6	-2.0

We analyzed the gene ontology (GO) classifications of all of the differentially expressed genes to identify themes in the global pulmonary gene expression patterns following exposure to Mitsui7. The processes affected by MWCNT are shown in Figures 5B and 5C, and include ‘common’ (i.e., occurring in more than one group) and ‘unique’ (i.e., occurring in one dose group only) processes, respectively. Processes involved in chemotaxis [GO: 6935], immune response [GO: 6955], inflammatory response [GO: 6954], oxidative reduction [GO: 55114] and behavior [GO: 7610] were over-represented among all the dose groups (Figure 5B). In addition, several unique GO processes were over-represented within a dose group (Figure 5C). 

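In a list of cell proliferation genes, 48 of 49 expressed genes were higher than in controls at 18 µg. The mean log2 fold change of the list was 0.58, with adjusted p = 2.22e-23 in limma's camera with a preset correlation of 0.01 and 0.0104 in fry. With the correlation estimated from the data, camera gave an adjusted p = 0.206. Over 17 lists and 3 doses, camera with the preset correlation called 23 of 51 tests, of which 11 also passed with fry and 0 with the estimated correlation. Within the proliferation list 11 genes were called at 18 µg. Cyclin A2 (Ccna2) changed by 0.94 (standard error 0.21, adjusted p = 0.0374), above all controls in 5 of 6 mice, and Cdk1 by 0.84 (standard error 0.20, adjusted p = 0.0459), also in 5 of 6. With single mice left out, Ccna2 lost its call in 11 of 22 fits and ranged from 0.77 (without control replicate 1) to 1.06 (without control replicate 5). Cdk1 lost its call in 15 and ranged from 0.69 (without control replicate 4) to 0.98 (without control replicate 2). The list mean at 18 µg stayed positive under each scaling tried.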

In the low dose group, the top biological processes altered consisted of 70 genes involved in cell cycle and was associated with five specific GO terms: cell cycle [GO: 7049], cell cycle process [GO: 22402], cell cycle phase [GO: 22403], M phase [GO: 279], and cell division [GO: 51301]. The other over-represented biological processes in the low dose group included: microtubules [GO: 7017], nucleosome assembly [GO: 6334], meiosis [GO: 7126], ear morphogenesis [GO: 42471], regulation of cell substrate adhesion [GO: 10810], and complement activation, alternate pathway [GO: 6957]. In the medium dose group, negative regulation of cell proliferation [GO: 42127] and positive regulation of response to stimulus [GO: 48584] were uniquely enriched with 14 genes in each of the processes. Unique biological processes affected in the high dose group included: cell motion [GO: 6928], vasculature development [GO: 1944], response to hormone stimulus [GO: 9725], regulation of inflammatory response [GO: 50727], and negative regulation of response to stimulus [GO: 48585]. 

In order to understand the functional significance of these GO changes, Ingenuity Pathway Analysis (IPA Reference) was employed to identify biological networks, functions, and pathways affected in all of the dose groups. Table 5 shows a summary of the top functions and processes altered in the three dose groups 24 hours following the exposure to Mitsui7. This analysis revealed that biological functions such as, cellular movement, cellular growth and proliferation, and cell-to-cell signaling were commonly affected across the dose groups. Closer examination of these differentially expressed genes under each of the functional categories in common revealed that they are actually specifically involved in immune and inflammation related responses. 

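At 18 µg, 20 of 34 expressed genes in a list of pyrimidine and other nucleotide synthesis genes were higher than in controls, with a mean log2 fold change of 0.02 (camera of limma, adjusted p = 0.217). The mean became negative when arrays were centred on their median, left without normalization or fitted without control replicate 4. Without Ak8, Entpd2, Entpd8 and Nme5, which the paper names as lower, it was 0.16 (standard error 0.07). Within this list 5 genes were called higher and 2 lower. Of 32 expressed aryl hydrocarbon receptor genes in Table 6, a list that the paper made for the cell line, 12 were higher at 18 µg. Their mean was -0.19 (adjusted p = 0.130), and 4 of them were called, each lower. Without normalization the mean moved to -0.71 and passed the threshold.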

Analysis of biological pathways revealed significant enrichment of genes in the pyrimidine ribonucleotides *de novo* synthesis, aryl hydrocarbon receptor signaling, and LPS/IL-1 mediated inhibition of RXR signaling pathways in the low dose group. In the medium dose group, genes involved in the acute phase response signaling, chemokine signaling and IL-17 signaling pathways were significantly enriched. 

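On the arrays, 46 of 48 expressed acute phase, chemokine and cytokine genes were higher at 54 µg than in controls. The list had a median log2 fold change of 1.17 and a mean of 1.41 (limma's camera, adjusted p = 3.18e-29; fry, adjusted p = 0.00809). With the correlation estimated from the data the adjusted p was 0.170. The mean ranged from 1.18 (without 54 µg replicate 5) to 1.66 (without 54 µg replicate 3). Of these genes 9 were called, each higher.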

Finally, retinol biosynthesis, neuregulin signaling, and acute phase response signaling were the most affected pathways in the high dose group. 

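At 162 µg the acute phase and chemokine list had a median log2 fold change of 1.33 and a mean of 1.57, with 46 of 48 genes higher (camera of limma, adjusted p = 1.02e-20). Of its genes 24 were called higher and 1 lower. In a list of retinoid metabolism genes, 9 of 32 expressed genes were higher, and the mean was -0.10 (adjusted p = 0.123). This list passed the threshold in fry (adjusted p = 0.00996), and 3 of its genes were called higher and 6 lower. Neuregulin signaling was not analysed here.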

**Table 5:** Significantly enriched canonical pathways and networks in *in vivo* exposure.

	**Canonical Pathways**		**Networks**	
**Dose Group**	**Name**	No. of Genes*	**Name**	No. of Genes*
18 μg	Pyrimidine ribonucleotides de novo biosynthesis	7	Organismal injury and abnormalities	27
	Aryl hydrocarbon receptor signaling	13	Cell-to-cell signaling and interaction, immune cell trafficking	25
	LPS/IL-1 mediated inhibition of RXR function	16	Cancer, respiratory disease, cell cycle	22
	Glutathione-mediated detoxification	4	Embryonic development, organ development, organismal development	22
	LXR/RXR activation	9	Cell cycle, cancer	19
	Estrogen-mediated S-phase entry	4	Cellular assembly and organization, cellular function and maintenance, connective tissue development and function	18
54 μg	Acute phase response signaling	9	Cellular movement, immune cell trafficking	24
	Chemokine signaling	5	Cancer, organ morphology	16
	IL-17 signaling	5	Organismal injury and abnormalities, inflammatory response	16
	Pyrimidine ribonucleotide de novo biosynthesis	3	Lipid metabolism, molecular transport, small molecule biochemistry	6
	LXR/RXR activation	5	Cell morphology, cell-mediated immune response	1
	Retinoate biosynthesis I	3	Cell-to-cell signaling and interaction, cellular assembly and organization	1
162 μg	Retinol biosynthesis	10	Cellular movement, cellular assembly and organization, cellular function and maintenance	33
	Neuregulin signaling	16	Cellular movement, cell death and survival, drug metabolism	30
	Acute phase response signaling	23	Infectious disease, organismal injury and abnormalities, cell morphology	29
	Role of tissue factor in cancer	16	Lipid metabolism, molecular transport, small molecule biochemistry	29
	Aldosterone signaling in epithelial cells	20	Cellular development, cellular growth and proliferation	28
	Glucocorticoid receptor signaling	29	Cell-mediated immune response, cellular development, cellular function and maintenance	28

* Number of genes significantly regulated in each pathway or network

A detailed study of a subset of genes implicated in the processes mentioned above revealed dose-specific responses ranging from imbalances in nucleotide synthesis in the low dose to inflammation, angiogenesis and lipid metabolism related effects in the high dose. For instance, we found significant down-regulation of adenylate kinase 8 (-2.1 fold), ectonucleoside triphosphate diphosphohydrolase 2 and 8 (-1.9 and -2.0 fold), and nucleoside diphosphate kinase 5 (-2.1) in the low dose. These genes are actively involved in the synthesis and metabolism of uridine-5’-triphosphate (UTP) and adenosine triphosphate (ATP) nucleotides required for the maintenance of ion homeostasis in the lungs [58,59]. 

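Adenylate kinase 8 (Ak8) had a log2 ratio to the reference RNA of 2.51 ± 0.26 (SD, n = 5) in controls and 1.26 ± 0.66 (SD, n = 6) at 18 µg. With slide in the limma model its log2 fold change was -1.14 (standard error 0.27, adjusted p = 0.0460), below all controls in 5 of 6 mice. The call was lost in 17 of 22 fits with 1 mouse left out, and the estimate ranged from -1.31 (without control replicate 4) to -0.94 (without control replicate 1). Entpd8 changed by -0.94 (standard error 0.17, adjusted p = 0.0164), below all controls in 4 of 6 mice. It ranged from -1.08 (without control replicate 4) to -0.82 (without control replicate 1) and lost its call without control replicate 1 or 5 or 18 µg replicate 5. Entpd2 changed by -0.94 (standard error 0.27, adjusted p = 0.0934), below all controls in 6 of 6 mice, and nucleoside diphosphate kinase 5 (Nme5) by -0.87 (standard error 0.39, adjusted p = 0.289), in 5 of 6. At 162 µg Ak8 changed by -0.99 (standard error 0.27, adjusted p = 0.0363) and Entpd8 by -1.33 (standard error 0.17, adjusted p = 2.82e-04), and neither differed between 162 µg and 18 µg (adjusted p = 0.854 and 0.196). The call of Ak8 at 162 µg was lost in 10 of 22 fits.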

Decreased synthesis and depletion of pyrimidine nucleotides prevents blockade of the epithelial sodium channels, increase alveolar fluid clearance and clearance of lung edema in mice infected with respiratory syncytial virus and influenza A virus [58-60]. Metabolism of adenine nucleotides in human airway epithelial surfaces plays a role in the regulation of mucociliary clearance related epithelial functions. Imbalances in this pathway can lead to inhibition of sodium ion transport leading to accumulation of alveolar fluid and pulmonary edema. Excess ATP in the lung fluids is suggested to contribute to the onset of inflammation in humans suffering from pulmonary pathology including alveolar damage, inflammation and edema (reviewed in 61. Enrichment of *de novo* pyrimidine synthesis pathway in the low dose group may thus reflect a non-specific cellular response to invasion of lungs with particles, possibly an effort leading to their clearance. In the medium dose, a dramatic up-regulation of several acute phase and inflammation associated genes such as *Saa3* (12.3-fold), *Saa1* (7.0 fold), *Saa2* (12.0 fold), *Il6* (4-fold), *Ccl7* (7.0 fold), *Ccl11* (5-fold), *Ccl13* (6.0 fold), and *Ccl24* (10.0 fold) was noted. These changes suggest an active recruitment of inflammatory cells to the site of exposure aiding in clearance efforts. These genes are also affected by the high dose. However, in addition to a significant up-regulation of genes implicated in acute phase and inflammation pathway in the high dose, down regulation of carboxylesterases 2C and 2E (-1.7, -2.1 fold), dehydrogenase reductase (-1.6 fold), retinol binding proteins 1 and 7 (-1.7, -2.4 fold), lecithin retinol acyltransferase (-3.0 fold) and up-regulation of esterase D (1.65 fold), lipoprotein lipase (2.5 fold), lipase-hormone sensitive (2.5 fold), amphiregulin (3.0 fold), epiregulin (2.8 fold) were noted. These genes are involved in functions such as angiogenesis, lipid metabolism, and cellular proliferation. 

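The log2 ratio of Saa3 to the reference RNA was -3.34 ± 0.99 (SD, n = 4) in controls and 1.86 ± 1.00 (SD, n = 5) at 54 µg, and that of Saa1 -0.93 ± 0.95 (SD, n = 5) and 2.37 ± 0.63 (SD, n = 4). With slide in the limma model these are changes of 34.9-fold and 9.69-fold. Saa1 had an adjusted p = 0.0176 and was above all controls in 4 of 4 mice with a value. The calls of Saa1 and Saa3 were lost in 3 and 4 of 22 fits with 1 mouse left out, with estimates of 2.83 (without 54 µg replicate 5) to 3.78 (without 54 µg replicate 2) and 4.71 (without control replicate 1) to 5.79 (without control replicate 2) on the log2 scale. Not past the threshold were Saa2 (2.76, standard error 0.64, adjusted p = 0.108), Ccl7 (3.19, standard error 0.68, adjusted p = 0.0746), Ccl11 (2.69, standard error 0.67, adjusted p = 0.138) and Ccl24 (3.62, standard error 1.03, adjusted p = 0.215). Il6, which was not well above background in controls, had a fitted change of 2.35 (standard error 0.53, adjusted p = 0.0981). Each of Saa2, Ccl7, Ccl11 and Il6 was above all controls in 5 of 5 mice, and Ccl24 in 4 of 5. Without 54 µg replicate 3 all 5 of these genes passed the threshold, with log2 fold changes of 4.77 for Ccl24, 3.95 for Ccl7 and 3.33 for Ccl11.

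**Figure D2:**
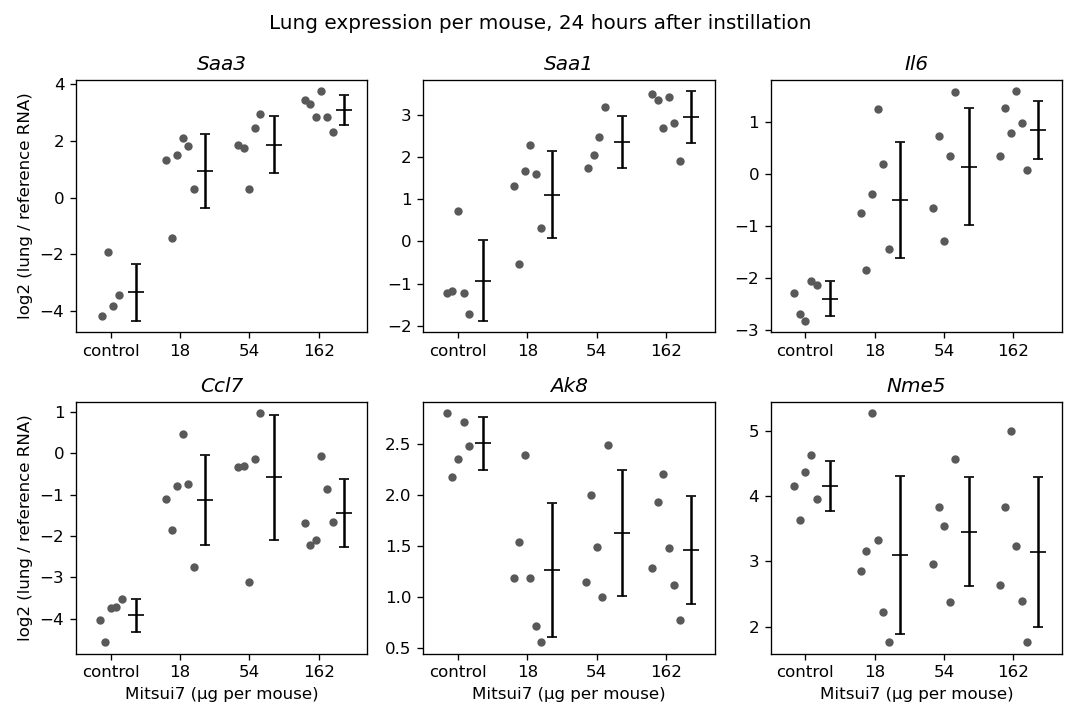
Log2 ratio of lung to reference RNA (vertical axis) of Saa3, Saa1, Il6, Ccl7, Ak8 and Nme5 against the dose in µg Mitsui7 per mouse. Points are mice and bars the mean ± SD of a group. Il6 was not well above background in controls.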

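At 162 µg, limma called Saa2 with a log2 fold change of 4.04 (standard error 0.60, adjusted p = 8.77e-04), above all controls in 5 of 6 mice, and Ccl7 with 2.47 (standard error 0.64, adjusted p = 0.0280), in 6 of 6. Saa1 changed by 3.74 (standard error 0.47, adjusted p = 3.38e-04). Il6 was at least 8.38-fold higher (adjusted p = 0.00153) and above all controls in 6 of 6 mice. Ccl11, at 2.12 (standard error 0.63, adjusted p = 0.0573), and Ccl24, at 1.55 (standard error 0.96, adjusted p = 0.453), did not pass the threshold, although Ccl11 was above all controls in 6 of 6 mice. The call of Ccl7 was lost in 7 of 22 fits with 1 mouse left out, and its estimate ranged from 2.19 (without 54 µg replicate 3) to 2.73 (without 162 µg replicate 2).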

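On the arrays at 162 µg, carboxylesterase 2E (Ces2e) changed by -1.10 (standard error 0.13, adjusted p = 2.41e-04) on the log2 scale, below all controls in 6 of 6 mice. Ces2c changed by -0.61 (standard error 0.13, adjusted p = 0.00889) and lecithin retinol acyltransferase (Lrat) by -1.41 (standard error 0.37, adjusted p = 0.0286), below all controls in 5 and 6 of 6 mice. Lrat lost its call in 9 of 22 fits with 1 mouse left out and ranged from -1.68 (without 162 µg replicate 4) to -1.17 (without control replicate 3). Not called in limma were Rbp7 (-0.88, standard error 0.46, adjusted p = 0.339) and the dehydrogenase reductase Dhrs3 (-0.56, standard error 0.14, adjusted p = 0.0252), which changed by less than 1.5-fold. Esterase D (Esd) changed by 0.74 (standard error 0.11, adjusted p = 0.00105), lipoprotein lipase (Lpl) by 1.23 (standard error 0.26, adjusted p = 0.00949) and amphiregulin (Areg) by 1.68 (standard error 0.40, adjusted p = 0.0182), above all controls in 6, 6 and 5 of 6 mice. Areg lost its call without control replicate 3 or 162 µg replicate 1 or 2, and ranged from 1.46 (without 162 µg replicate 1) to 1.86 (without 162 µg replicate 6). Hormone sensitive lipase (Lipe) was not called (0.71, standard error 0.21, adjusted p = 0.0600). Epiregulin (Ereg), not well above background in controls, had a fitted change of 1.79 (standard error 0.33, adjusted p = 0.00378), in 6 of 6 mice.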

Combined analysis of all genes altered under these pathways using the GeneGo Metacore map creator tool revealed that of the 80 genes associated with the pathways described above, 60 were commonly regulated by *E2f1* (a cell cycle regulatory transcription factor), *Il6* (an inflammatory modulator) and *C-myc* (an oncogene). 

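Among E2f1, Il6 and Myc in the lung arrays, limma called Myc and Il6, each at 162 µg alone. The log2 fold change of Myc was 0.48 (standard error 0.17, adjusted p = 0.175) at 18 µg, 0.67 (standard error 0.18, adjusted p = 0.189) at 54 µg and 0.98 (standard error 0.17, adjusted p = 0.00311) at 162 µg, and Myc was above all controls in 5 of 6, 5 of 5 and 5 of 6 mice. Its difference between 162 µg and 18 µg was not past the threshold (adjusted p = 0.102). E2f1 changed by 0.48 (standard error 0.20, adjusted p = 0.257) at 18 µg, -0.06 (standard error 0.24, adjusted p = 0.984) at 54 µg and 0.05 (standard error 0.19, adjusted p = 0.949) at 162 µg. Without normalization the changes of Myc and E2f1 at 18 µg were negative, and the direction of E2f1 at 54 µg and 162 µg also flipped under median centring. At 18 µg Il6 was at least 3.43-fold higher (adjusted p = 0.0698), in 6 of 6 mice.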

We note that these regulators were also significantly differentially expressed in the treated groups (Figure 6). 

**Figure 6:**
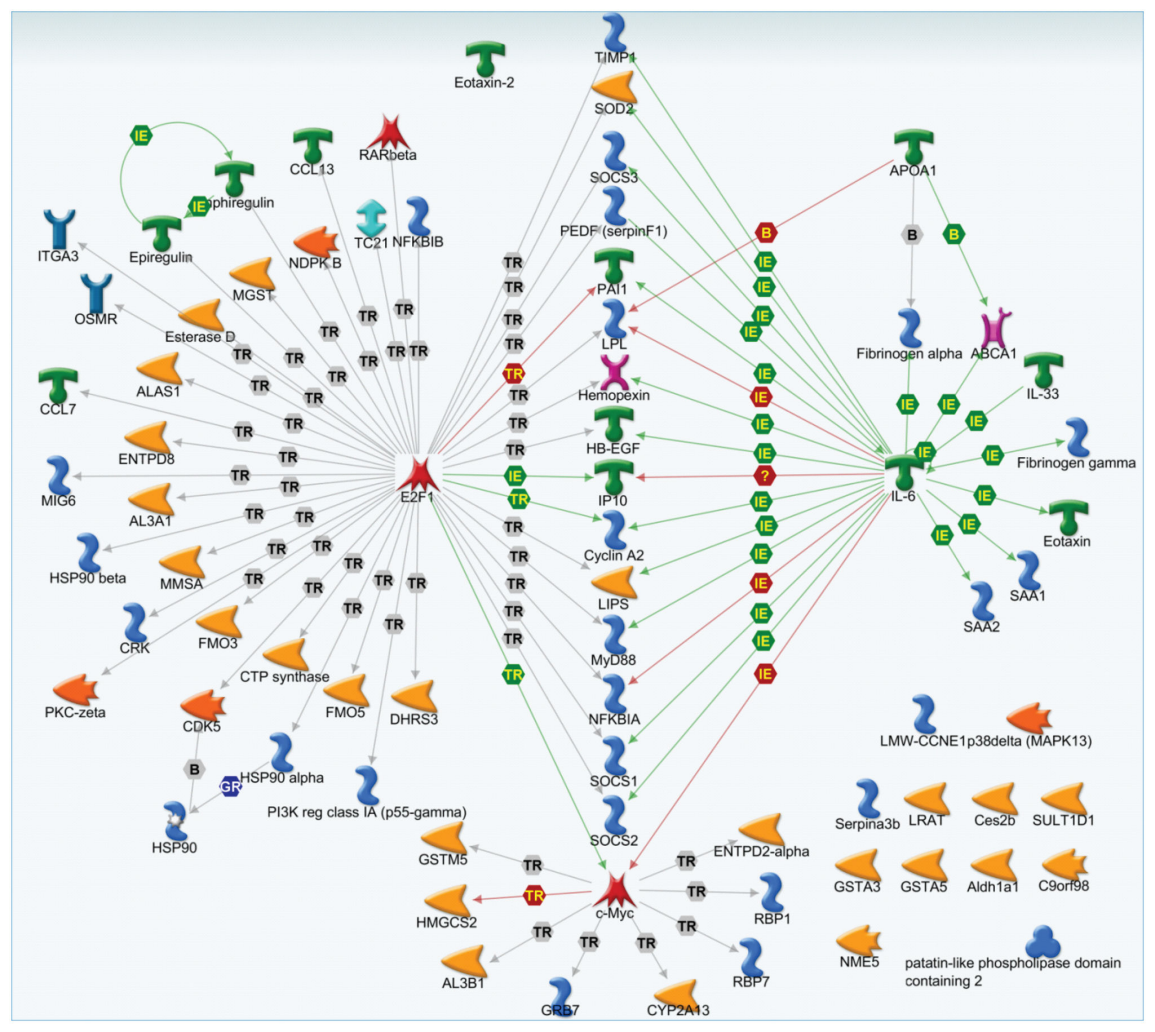
Gene network. Combined analysis of all significantly differentially expressed genes associated with angiogenesis, lipid metabolism, and cellular proliferation pathways in lungs in the high dose group. Analysis was conducted and the network was built using GeneGo Metacore map creator. The figure shows that the majority of the genes are commonly regulated by *E2f1*, *Il6* and *C-myc*. Hexagons represent physical and functional interactions: TR – transcription regulation, IE - influence on expression, B – binding, and GR – group. The green arrows represent positive regulation/activation, the brown arrows represent negative regulation/inhibition and the grey arrows represent unspecified regulation.

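Doses were compared with each other in limma. Between 162 µg and 18 µg 1015 genes differed, 660 with a higher and 356 with a lower level at 162 µg, 1 of them in both directions on different probes. This count ranged from 744 (without 162 µg replicate 1) to 1136 (without 54 µg replicate 3), and without normalization it was 36, each higher at 162 µg. After median centring 192 genes were higher and 11 lower. Between 54 µg and 18 µg 8 genes differed, 6 of them higher at 54 µg. Metallothionein 2 (Mt2), for example, had a log2 ratio to the reference RNA of -1.71 ± 0.73 (SD, n = 6) at 18 µg and 1.77 ± 0.33 (SD, n = 6) at 162 µg, a difference of 3.39 with slide in the model (adjusted p = 1.14e-04).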

In general, the above results reveal a clear distinction in tissue response across the doses. The response in the lowest (18 μg or 0.22 µg/cm^2^) dose was marked by a negative regulation of the cell cycle process, in parallel with changes in the nucleotide metabolism and synthesis pathways. 

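In a list of cell cycle inhibitors, 12 of 22 genes were higher at 18 µg than in controls, with a mean log2 fold change of 0.04 (camera of limma, adjusted p = 0.518). The mean became negative when arrays were centred on their median, left without normalization or fitted without the other doses, and so did, with the former 2 settings, the change of Cdkn1a at 18 µg. Cdkn1a changed by 0.22 (standard error 0.31, adjusted p = 0.804) at 18 µg and by 1.74 (standard error 0.31, adjusted p = 0.00296) at 162 µg, above all controls in 0 and 5 of 6 mice. Control replicate 2 was far above the other controls, and without it the change at 18 µg was 0.51. The proliferation genes were lower at 162 µg than at 18 µg, by a mean of -0.39 with 5 of 49 genes higher (adjusted p = 1.71e-10), and lower at 54 µg than at 18 µg, by -0.55 with 1 higher (adjusted p = 3.22e-28). From the processes and pathways enriched at each dose, the paper concludes that the lungs responded in distinct ways.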

Cell cycle arrest and imbalance of nucleotide metabolism can be viewed as early regulatory signals initiating an organism’s defense functions including phagocytic mopping and airway clearance mechanisms in lungs. This was evident in the medium dose (54 μg or 0.66 µg/cm^2^), which showed positive regulation of acute phase response and inflammatory mediators. In the high dose (162 μg or 1.98 µg/cm^2^), the overall response was much greater than the other two dose groups and included simultaneous enrichment of several biological processes including inflammation, acute phase response, angiogenesis, pro-and anti-fibrotic factors, and anti-oxidants. 

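Between 162 µg and 54 µg, limma called 0 genes, with a lowest adjusted p = 0.114, while 3950 expressed probes had an unadjusted p below 0.05. Over expressed probes, the median size of the log2 fold change against controls was 0.14 at 18 µg, 0.12 at 54 µg and 0.15 at 162 µg. These values are close to the median standard errors of 0.131, 0.141 and 0.131, so they cannot tell the size of the response apart between doses.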

### Overview of *in vitro* microarray results

Lung epithelial cell monolayers were exposed to 12.5 (low), 25.0 (medium) and 100 μg (high) Mitsui7/ml (corresponding to 3.9, 7.8 and 31.19 µg/cm^2^, respectively) for 24h as described in methods and materials. MAANOVA analysis was applied to identify differentially expressed genes. This gene list was filtered to remove probes that were below our detection threshold (i.e., probes that were not expressed above background levels). This analysis revealed a total of 1931 unique genes represented by 2413 probes that were significantly differentially expressed (FDR adjusted P<0.05 and ±1.5 fold change) in the cells exposed to 12.5, 25 or 100 μg Mitsui7/ml (3.9, 7.8 and 31.19 µg/cm^2^). A dose-dependent increase in transcriptional effects was found, with a total of 782 (432 genes down-regulated and 350 up-regulated), 1337 (682 down-regulated and 655 up-regulated), and 1721 (921 down-regulated and 801 up-regulated) genes differentially expressed in the 12.5, 25 and 100 μg Mitsui7/ml (3.9, 7.8 and 31.19 µg/cm^2^) groups, respectively. The full list of significant genes is available in Table S2. A total of 565 genes were affected by every concentration of Mitsui7 (Figure 7A). Most of the genes that were affected in the medium and high concentration groups were also affected in the low concentration group (Figure 7A) and were mainly associated with Aryl hydrocarbon receptor (AHR) signaling, glutathione mediated detoxification, acute phase response signaling, cholesterol biosynthesis, hepatic fibrosis/hepatic stellate activation, and NRF2 mediated oxidative stress response. A list of genes affected in common for every concentration analyzed is provided in Table S3. 

**Figure 7:**
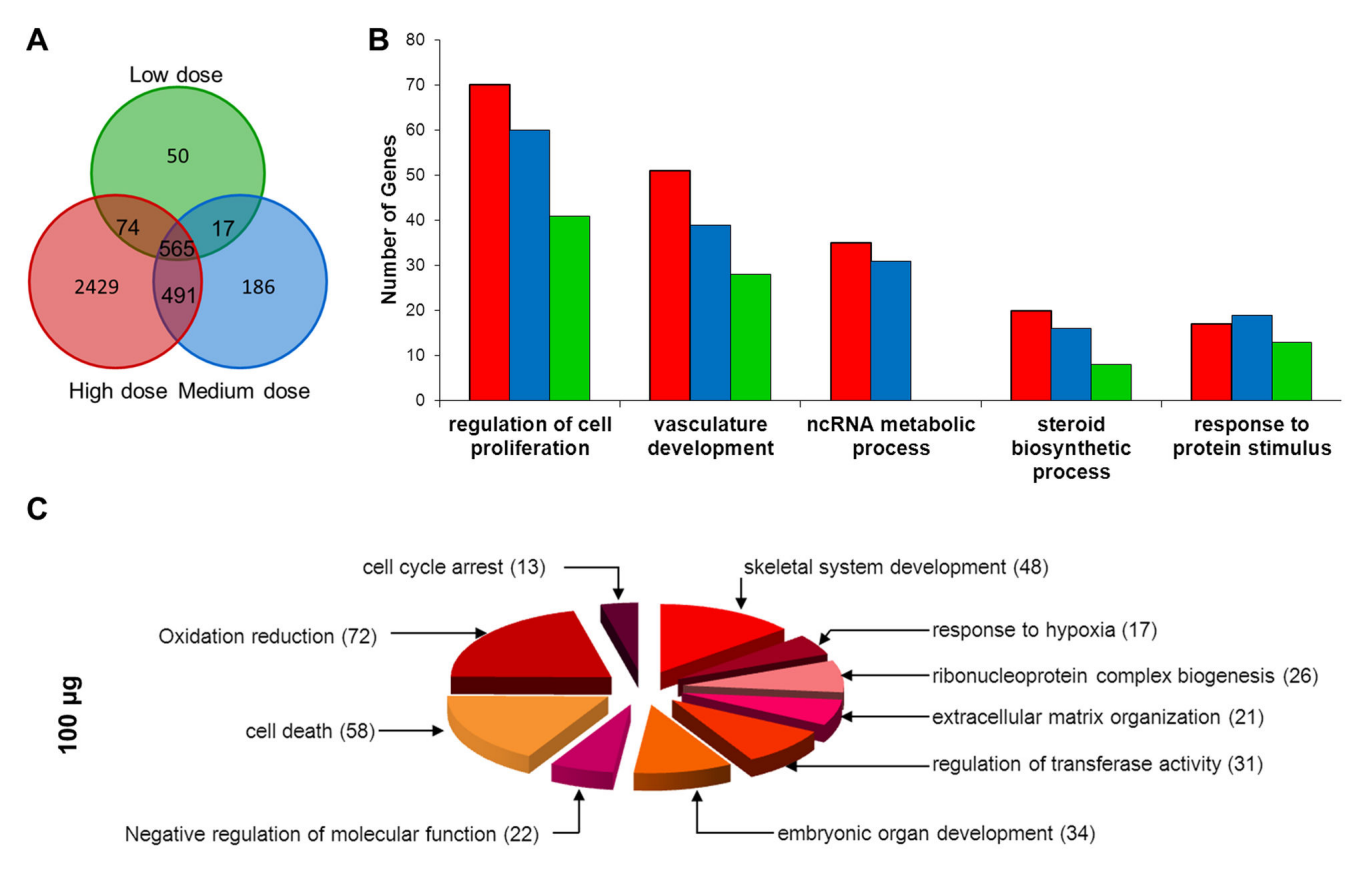
Overview of response in FE1 cells. (A) Venn diagram showing the overlapping differentially expressed genes (FDR P ≤ 0.05 and fold change ≥ 1.5) in response to low (12.5 µg, green), medium (25 µg, blue), and high (100 µg, red) doses of Mitsui7 *in* *vitro*. (B-C) Gene ontology (GO) analysis of differentially expressed genes. (B) Commonly regulated GO biological processes (C) GO biological processes unique to the high dose group. Numbers in parentheses represent number of genes altered in that process.

To be consistent with the analysis conducted on *in vivo* microarray results, we employed GO functional classification to assign specific functional or biological processes to the differentially expressed genes following *in vitro* exposure to Mitsui7. The common and unique biological processes significantly enriched in different exposure groups across the dose groups are shown in Figures 7B and 7C. Processes involved in steroid biosynthetic process [GO: 16126], vasculature development [GO: 1944], regulation of cell proliferation [GO: 42127], response to protein stimulus [GO: 51789], and ncRNA metabolic process [GO: 34660] were the commonly over-represented GO groups (i.e., consistently appearing within two or three exposure groups) and consisted of 96 genes. In the medium and high concentration groups these processes were further represented with GO terms such as blood vessel morphogenesis [GO: 48514], angiogenesis [GO: 1525], and positive regulation of cellular proliferation [GO: 8284]. Several GO processes were uniquely altered in the high concentration group and included oxidation reduction [GO: 55114], response to hypoxia [GO: 1666, GO: 70482], cell cycle arrest [GO: 7050], cell death [GO: 8219, GO: 16265, GO: 12501], organ development [GO: 48568, GO: 60348, GO: 42724, GO: 51216, GO: 1501, GO: 48705], extracellular matrix organization [GO: 30198], regulation of activity [GO: 51338, GO: 45859, GO: 43549, GO: 44092], and lipid biosynthetic process [GO: 8610]. Of particular interest, and in contrast to our *in vivo* findings, analysis of GO processes and functions revealed a high degree of overlap across the exposure groups, with exceptions generally only occurring at the highest concentration. This suggests that although the number of genes and the magnitude of change (i.e., fold change) exhibited a dose-response, there was no accompanying concentration-dependent increment in the nature of toxicity. Thus, the results indicate that the lowest concentration itself was capable of inducing a similar response/toxicity as what was observed in the medium and high exposure groups. 

To identify potential biological pathways affected by MWCNT exposure in lung epithelial cells, the significant gene list (Table S2) was overlaid onto molecular canonical pathways in IPA. Four major canonical pathways were identified as commonly affected in all the three dose groups: hepatic fibrosis/hepatic stellate cell activation, aryl hydrocarbon receptor signaling, super pathway of cholesterol biosynthesis, and glutathione-mediated detoxification. The majority of the genes implicated in these pathways were down-regulated. Table 6 lists all of the genes involved in these four pathways. Gene interaction networks were then created to visualize the linkages between the different genes and pathways using the IPA network tool. Figure 8 shows the three top scoring networks within each concentration merged into a single concentration-specific meta-network. In the low concentration, organ development, cardiovascular system development and function, and cancer networks were merged. The network consisted of several nodes including: *C-*fos, *Crem1*, *Ctgf*, *Cebpa*, and *Ahr*. In the medium exposure group, cellular growth and proliferation, organismal development and drug metabolism, and glutathione depletion networks were merged. This network consisted of core nodes including; *alpha catenin*, *Ptgs2*, *Ahr*, *Myc*, and *Nrf2*. In the high concentration, cellular development, lipid metabolism, cell cycle and tissue development networks were merged with *Cebpa* and *Cebpb*, *Hmga1*, *Ptgs2*, and *Fos* as the main nodes. 

**Table 6:** Top four canonical pathways affected in all three doses *in* *vitro*.

**Canonical Pathways**	Gene names*
Hepatic Fibrosis/Hepatic Stellate Cell Activation	*Acta2, Ccl5, Col1a1, Col1a2, Col3a1, Ctgf, Cxcr3, Edn1, Fas, Fgf1, Figf, Igf1, Il1r1, Il1rl1, Il4r, Lama1, Lbp, Met, Mmp13, Myh10, Myl6b, Pdgfa, Pdgfc, Pdgfra, Pdgfrb, Rela, Serpinb2, Smad4, Tgfb2, Tgfb3, Tnfrsf11b, Tnfrsf1a, Vcam1, Vegfa*
Aryl Hydrocarbon Receptor Signaling	*Ahr, Aldh1a1, Aldh3b1, Aldh4a1, Aldh6a1, Aldh7a1, Aldh9a1, Ccnd1, Ccnd3, Cdkn1A, Cyp1b1, Esr1, Fas, Fos, Gsta3, Gsta5, Gstm1, Gstm3, Gsto1, Gsto2, Gstt1, Hsp90b1, Hspb2, Jun, Mdm2, Mgst1, Myc, Nfe2l2, Nqo2, Rela, Tgfb2, Tgfb3, Tgm2*
Superpathway of Cholesterol Biosynthesis	*Acat2/Acat3, Dhcr7, Dhcr24, Ebp, Fdft1, Fdps, Hadhb, Hmgcs1, Hsd17b7, Idi1, Lss, Msmo1, Mvd, Mvk, Nsdhl, Pmvk, Sc5dl, Sqle, Tm7sf2*
Glutathione-Mediated Detoxification	*Gsta3, Gsta4, Gsta5, Gstm1, Gstm3, Gsto1, Gsto2, Gstt1, Gstt3, Gstz1, Mgst1*

* Genes associated with each of the pathways are presented.

**Figure 8:**
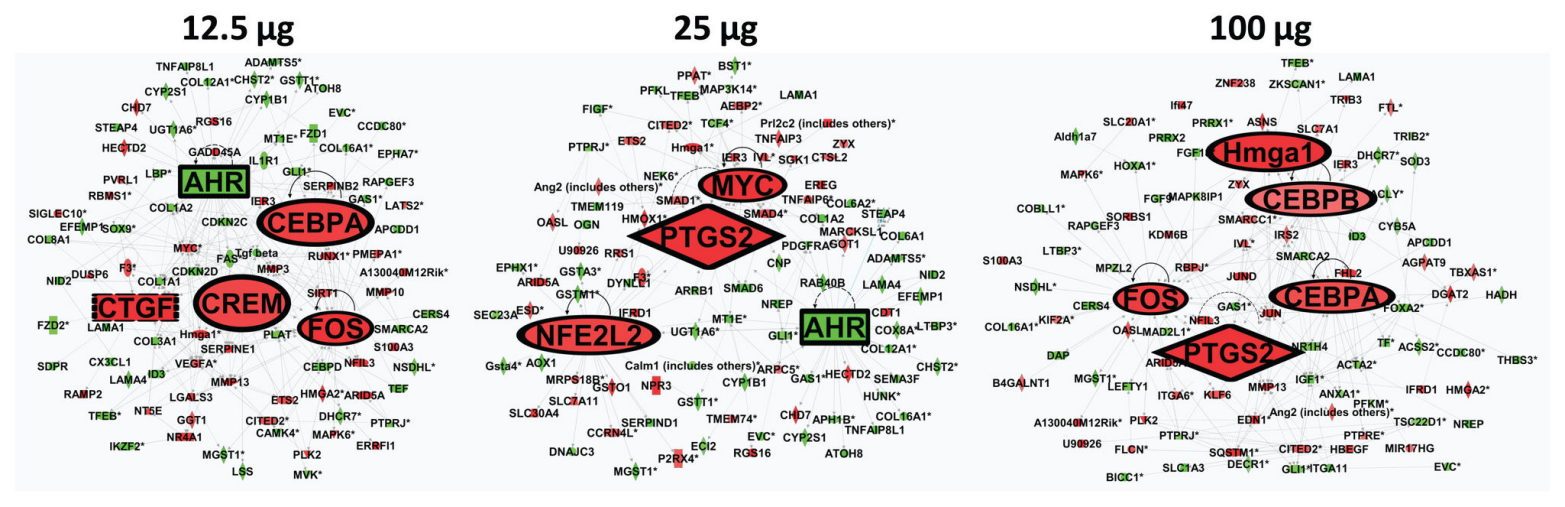
Top three biological networks *in* *vitro*. The networks were generated by merging the top three networks in each of the dose and were based on the connectivity between each gene and the molecular interaction knowledge base in IPA. Nodes are highlighted in large bold font. Green indicates down-regulation and red indicates up-regulation.

Overall, *in vitro* lung epithelial cells showed a robust response to Mitsui7 with alterations in numerous critical functions including gene expression (expression of many transcription factors were altered), metabolism, cellular growth and proliferation, and these changes were found in genes involved in numerous potential diseases such as cancer and fibrosis. However, the response was not dose-dependent; major biological processes and functions altered in the high (100 μg/ml or 31.19 µg/cm^2^) concentration were also altered significantly in the lowest (12.5 μg/ml or 3.9 µg/cm^2^) exposure group, suggesting that the lowest dose chosen was sufficiently high to cause the severe cellular damage.

### Comparison of gene expression profiles of *in vivo* lung tissue and *in vitro* lung epithelial cells

In order to determine the relevance of responses observed in cultured lung epithelial cells following exposure to Mitsui7 to *in vivo* lung responses, we analysed all differentially expressed genes (compared to unexposed control) from both cell cultures and tissues using IPA’s function analysis tool. Three categories were included in the analysis: Diseases and Disorders, Molecular and Cellular Functions and Physiological System Development and Function. More than 10 individual high-level processes were significantly enriched and in common to both cell cultures and tissues under each of the three categories. We filtered these high level individual functions by 1) removing redundant functions with overlapping genes, and 2) removing functions that were not directly relevant to the present study (e.g. renal diseases, auditory diseases etc.). The final list of the top most significantly affected high-level biological functions are shown in Figures 9A and 9B. 

**Figure 9:**
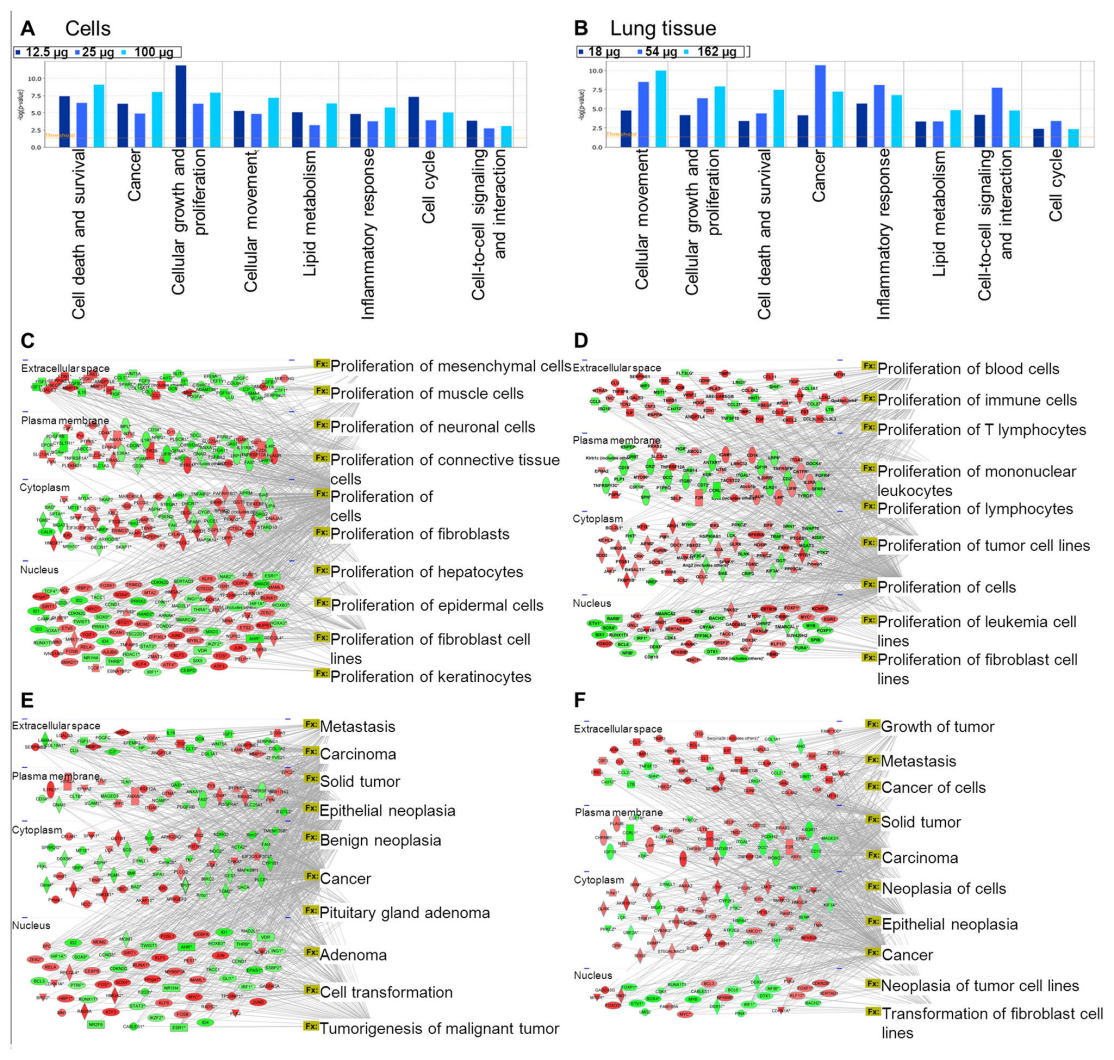
Comparison of biological functions and networks altered *in* *vitro* and *in* *vivo*. Top 10 biological functions altered in lung epithelial cells (A, C, E) and in the lung tissue (B, D, F). The spatial visualization of gene network associated with the biological functions cellular growth and proliferation (C-D) and cancer (E-F). Grey lines connect the significantly differentially expressed genes to the annotation terms associated with each biological function.

Since the objective was to directly compare the responses in both cells in culture and tissues, we chose to analyze two high-level functions in detail systematically. Cellular growth and proliferation was one of the top high-level functions under the Molecular and Cellular functions category. A total of 155, 214 and 274 genes in the low, medium, and high concentrations *in vitro*, and 32, 36 and 211 genes in the low, medium, and high doses *in vivo* were associated with cellular growth and proliferation. In cell cultures, this function was enriched with annotation terms such as proliferation of cells, muscle cells, fibroblasts, connective tissue cells, and mesenchymal cells (Figure 9C). In the lung tissues however, cellular growth and proliferation function was associated with annotation terms such as proliferation of cells, tumor cells, immune cells, blood cells and proliferation of mononuclear leukocytes (Figure 9D). We then analysed the high-level function given the name ‘cancer’ that was significantly enriched in both cell cultures and tissues under the Diseases and Disorders category. A total of 103, 163, and 220 genes in the low, medium, and high concentrations *in vitro*, and 60, 40, and 159 genes in the low, medium, and high concentrations *in vivo* were associated with this function. This function was associated with terms such as cancer, epithelial neoplasia, cell transformation, solid tumor, and metastasis both *in vivo* and *in vitro* (Figures 9E and 9F). In tissues, annotation terms included growth of tumour, neoplasia of cells, carcinoma, metastasis and other related terms for this function. Further systematic analysis of all of the genes associated with cellular growth and proliferation and cancer revealed that *in vitro* these genes primarily include transcription factors and transcription regulators. In contrast, genes affected *in vivo* were grouped primarily into two categories involved with growth factors and inflammatory modulators in addition to other secretory molecules. In keeping with this result we found significant enrichment of the function ‘gene expression’ in cells in culture, with > 200 genes in this category compared to approximately 10 genes associated with ‘gene expression’ function in tissues (Figure 10). Our analysis clearly demonstrates that significantly more genes are associated with cell signalling *in vivo* compared to *in vitro* following Mitsui7 exposure. These results indicate that although most of the genes altered in both *in vivo* and *in vitro* belong to the same functional categories, suggesting a similar biological response to Mitsui7, the underlying mechanisms and the outcome of such alteration could potentially be different in the two systems studied.

**Figure 10:**
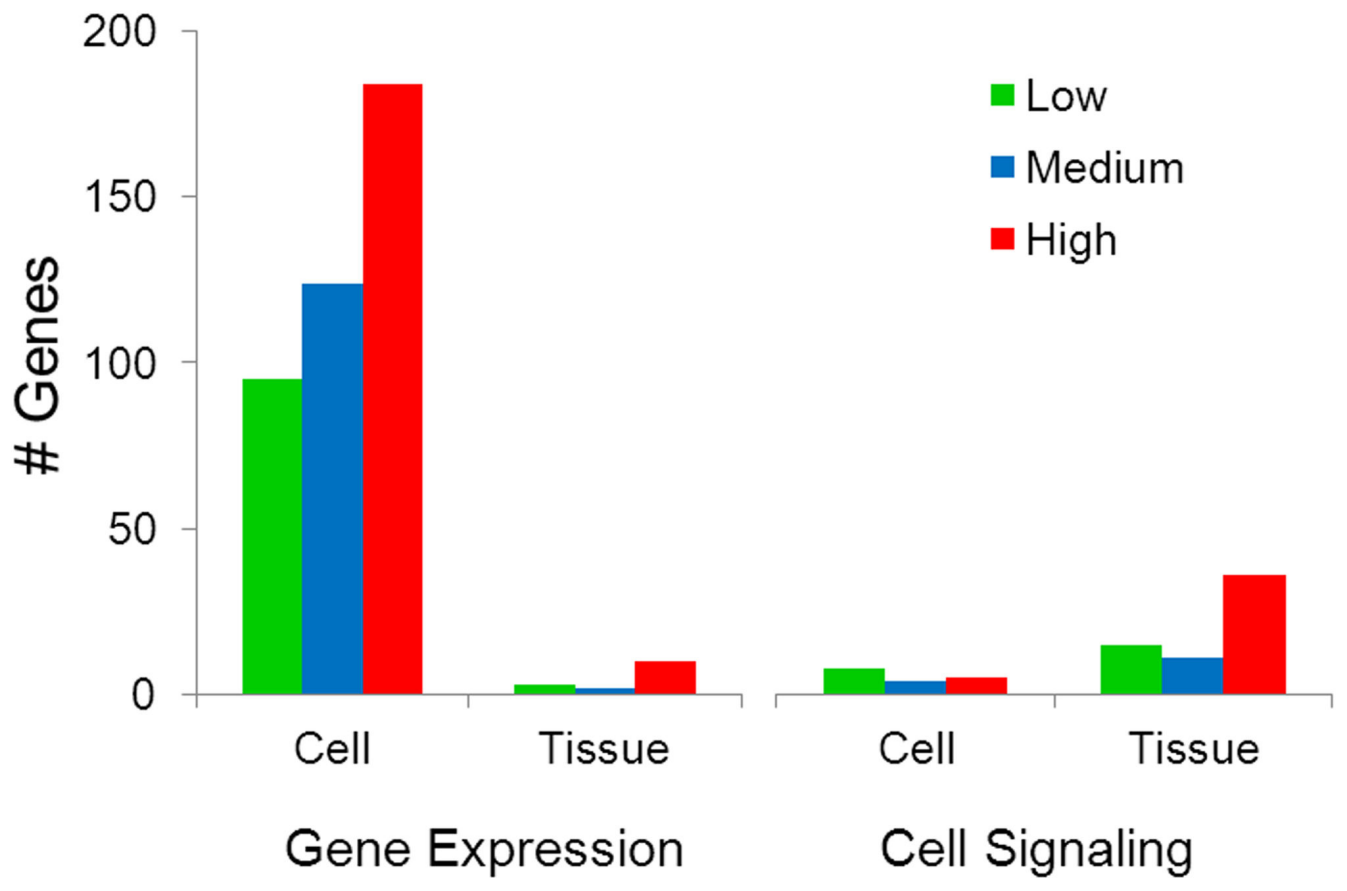
The total number of genes perturbed in the categories of gene expression and cellular signalling functions. Green: low dose (12.5 µg *in* *vitro*, 18 µg *in* *vivo*), blue: medium dose (25 µg *in* *vitro*, 54 µg *in* *vivo*), and red: high dose (100 µg *in* *vitro*, 162 µg *in* *vivo*).

We explored the *in vitro* and *in vivo* data sets to identify potential commonalities in the two systems that may contribute to the same biological outcome, and thus point to the specific relevance of this cell culture model. We conducted a detailed analysis of the responsive genes in the top five significantly enriched canonical pathways affected in both cells and lung tissues. This downstream analysis was limited to the top five affected pathways to minimize the number of interpretations. The top five pathways included: hepatic fibrosis/hepatic stellate activation, AHR signalling, glutathione mediated detoxification, superpathways of cholesterol synthesis, and LPS/IL-1 mediated inhibition of RAR function. Since hepatic fibrosis/hepatic stellate activation and LPS/IL-1 mediated inhibition of RAR function showed a high amount of overlap (i.e., genes functioning in both pathways), we excluded the latter from the analysis. Our examination of all of the genes grouped under each of these pathways revealed that these genes are all regulated by a common nuclear receptor, AHR, and are associated with four major biological processes regulated by the AHR: cell cycle regulation, xenobiotic metabolism, inflammation, and tissue fibrosis (Figure 11). While the common genes involved in cell cycle regulation were similarly up-regulated in both tissues and cell cultures exposed to Mitsui7, genes involved in glutathione mediated detoxification and fibrosis were down-regulated in both systems. 

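All 10 expressed glutathione genes of Table 6, a list that the paper made for the cell line, were lower in the lungs at 18 µg than in controls. Their mean log2 fold change was -0.56 (camera of limma, adjusted p = 4.80e-05), and 2 were called. The mean was -0.25 at 54 µg (adjusted p = 0.00835, 8 of 10 lower) and -0.27 at 162 µg (adjusted p = 0.0475, 9 of 10 lower). At 162 µg the list lost its call in 8 of 22 fits with 1 mouse left out, and its mean ranged from -0.35 (without 162 µg replicate 5) to -0.21 (without control replicate 1). Club and ciliated cell genes were lower as well at 18 µg, with means of -0.85 and -0.84. Whether the change of the glutathione genes follows them was not tested. Of the 34 hepatic fibrosis genes of Table 6, 17 were higher at 18 µg (mean 0.03, adjusted p = 0.540), and this mean was negative after median centring or without normalization.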

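Whole gene lists were compared between doses with limma's camera. Acute phase and chemokine genes were higher at 162 µg than at 18 µg by a mean of 0.54 on the log2 scale, with 37 of 48 genes higher (adjusted p = 1.69e-04). Against controls this list already had a mean of 1.03 at 18 µg, with 42 of 48 genes higher (adjusted p = 1.58e-14). In camera, glutathione genes (mean 0.29, adjusted p = 0.144), aryl hydrocarbon receptor genes (mean 0.20, adjusted p = 0.119) and hepatic fibrosis genes (mean 0.00, adjusted p = 0.644) did not pass the threshold between 162 µg and 18 µg. Yet the mean log2 ratio of aryl hydrocarbon receptor genes per mouse was 0.57 to 0.76 at 18 µg and 0.76 to 1.00 at 162 µg. That of glutathione genes was 0.73 to 1.59 and 1.10 to 1.79. A difference is therefore not excluded for these 2 lists.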

Although changes in expression of genes associated with similar functions (cell cycle, inflammation and fibrosis) were observed across all of the concentrations, perturbation of cell cycle and xenobiotic metabolism processes were only observed in the low dose group in the lung tissues, and perturbations in inflammation and fibrosis were only observed at the high dose *in vivo*. These results confirm our earlier interpretation that there was a dose dependent transition in response/toxicity in tissues, but there was no such dose-related transition of biological functions (by IPA) in cell cultures.

**Figure 11:**
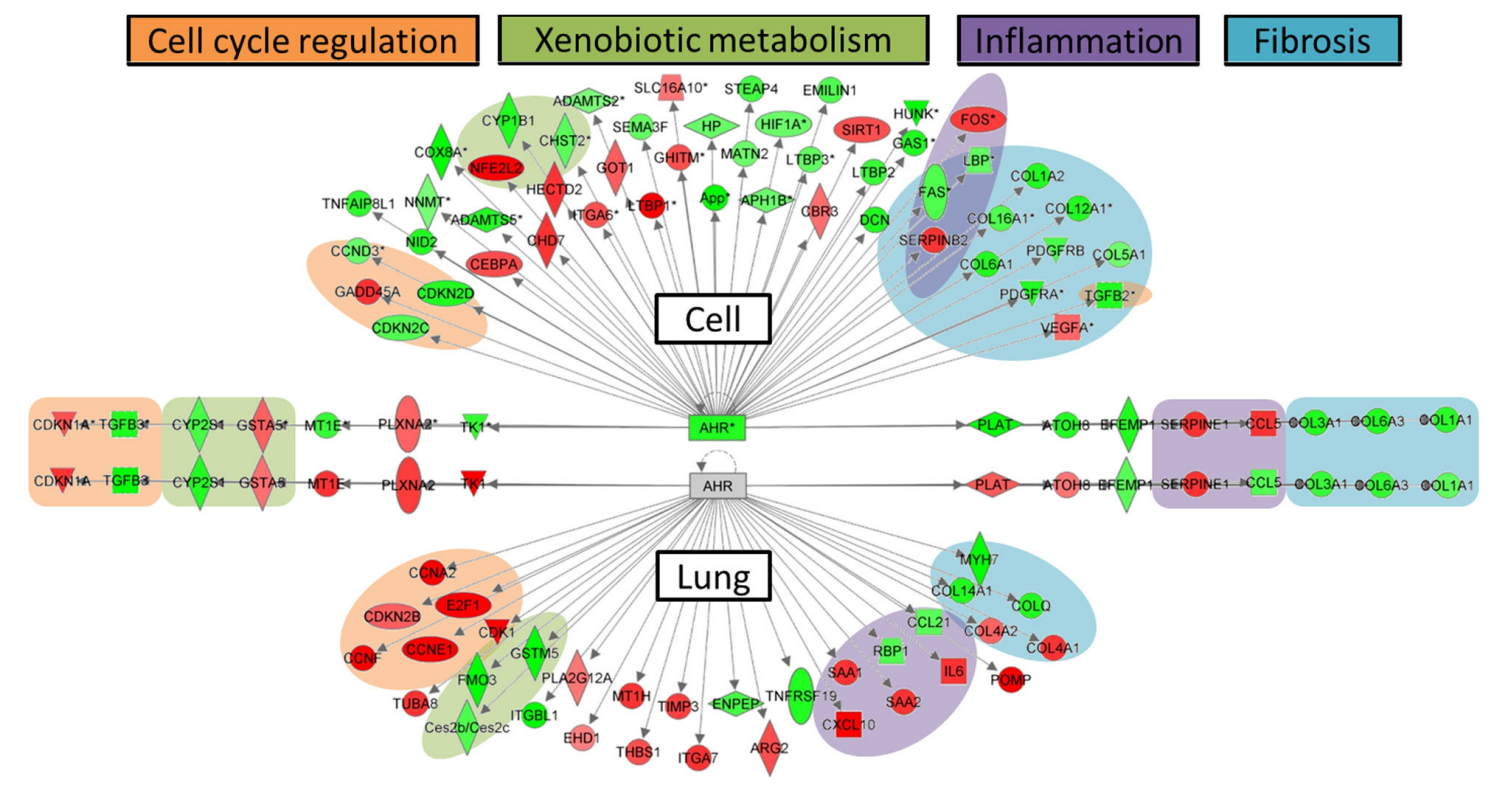
Differentially expressed genes associated with five top canonical pathways derived from IPA analysis. **Genes** **are** **categorized** **into** **four** **major** **functions** (cell cycle regulation-orange, xenobiotic metabolism-green, inflammation-violet, and tissue fibrosis-blue). All genes in both models are regulated by a common transcription factor, AHR. Genes highlighted with green indicate down-regulation and genes highlighted with red indicate up-regulation. The transcription factor AHR is down-regulated in cells, suggesting negative regulation of the downstream functions in cells.

In addition to the analysis described above, we also examined our gene lists for markers of inflammation, oxidative stress, and tissue damage (fibrosis) since these effects are the well-characterized endpoints for both tissues and cells in culture following exposure to MWCNT. More than 100 genes that are known to be associated with each of these characteristic markers of MWCNT were used to build a heat-map (Figure 12) to visualize the similarities and differences between the test systems. Only the genes that showed significant expression changes in either cell cultures and/or the lung tissues treated with Mitsui7 (in at least one exposure group) are shown in color (red up-regulated; green down-regulated; grey no change). Although the total number of genes altered in each of these pathways was somewhat similar between the two models, differentially expressed genes *in vitro* were associated mainly with positive regulation of oxidative stress and fibrosis. In the lung tissues, perturbed genes were associated predominantly with pro-inflammation. Although the lung tissue showed significant alteration in the expression of a number of genes in the fibrosis category, expression profile was indicative of negative regulation of fibrosis. 

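At 162 µg, 17 of the 34 hepatic fibrosis genes of Table 6 were higher than in controls and 17 lower (mean log2 fold change 0.03, adjusted p = 0.711 in camera of limma). The paper made this list for the cell line, and it is not the marker set of its heat map. Centred on the median of each array or left without normalization, the mean was negative, at -0.21 and -0.23. Of these genes 3 were called higher and 3 lower. The collagen gene Col3a1 changed by -0.96 (standard error 0.25, adjusted p = 0.0281), below all controls in 6 of 6 mice, and Col1a1 by -0.57 (standard error 0.21, adjusted p = 0.148), in 5 of 6. Col3a1 lost its call in 7 of 22 fits with 1 mouse left out and ranged from -1.07 (without 162 µg replicate 3) to -0.85 (without control replicate 3).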

ROS generation and oxidative stress have been proposed to be the primary mode of action of many ENM [1], where a balance between enzyme-mediated ROS generation and ROS detoxification by antioxidant enzymes and the level of intracellular antioxidants such as glutathione regulate intracellular ROS-mediated stress. Up-regulation of antioxidant enzymes including SOD, catalase, GPx and thioredoxin is considered as indication of adaptation to oxidative stress [62]. In the lung tissue, oxidative stress-associated genes, such as *Sod2*, *Ucp2*, and *Ucp3*, were up-regulated. 

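At 162 µg, limma called Sod2 with a log2 fold change of 0.85 (standard error 0.19, adjusted p = 0.0117), above all controls in 6 of 6 mice, and Ucp3 with 1.15 (standard error 0.25, adjusted p = 0.00988), in 5 of 6 and on 1 of its 2 probes. Without control replicate 3 the change of Ucp3 was 1.02 and did not pass the threshold. Ucp2 changed by 1.02 (standard error 0.32, adjusted p = 0.0763) and was not called, although it was above all controls in 6 of 6 mice. Its estimate ranged from 0.82 (without 162 µg replicate 6) to 1.17 (without control replicate 2). The paper's RT-qPCR fold changes at 162 µg were 1.33 for Sod2, 1.11 for Ucp2 and -1.33 for Ucp3. For Ucp3 the direction was thus opposite to that on the arrays. At 18 µg the change of Sod2 was 0.15 (adjusted p = 0.776), negative after median centring or without normalization, and its difference between 162 µg and 18 µg was 0.70 (adjusted p = 0.0298).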

SOD2 is localized to mitochondria and transforms superoxide radicals into hydrogen peroxide that in turn are converted to water and oxygen by catalase or glutathione peroxidase. Uncoupling protein 2 and 3 (UCP-2, -3) are the major components of the electron transport chain. *Ucp* genes act to uncouple the proton gradient in the inner mitochondrial membrane, allowing protons to re-enter the mitochondrial matrix thereby regulating build-up of ROS in cells [63,64]. Similar mitochondrial respiration leakage and up-regulation of mitochondria-specific antioxidants such as SOD2 has been reported in mice intratracheally instilled with SWCNT [65]. The results suggest that the oxidative stress observed *in vivo* was potentially due to mitochondrial respiration leakage. In contrast, *Sod1* and *Sod3* were down-regulated *in vitro* and *Hmox1*, *Sqstm1*, *Srxn1*, *Txnip*, *Txnrd1*, *Txnrd3* were up-regulated. These differences suggest that broadly different mechanisms are driving the oxidative stress *in vitro*. However, it is important to note that the observed differences could also be due to the different time points investigated in the two systems. Further work considering early time points is warranted to rectify these conclusions.

**Figure 12:**
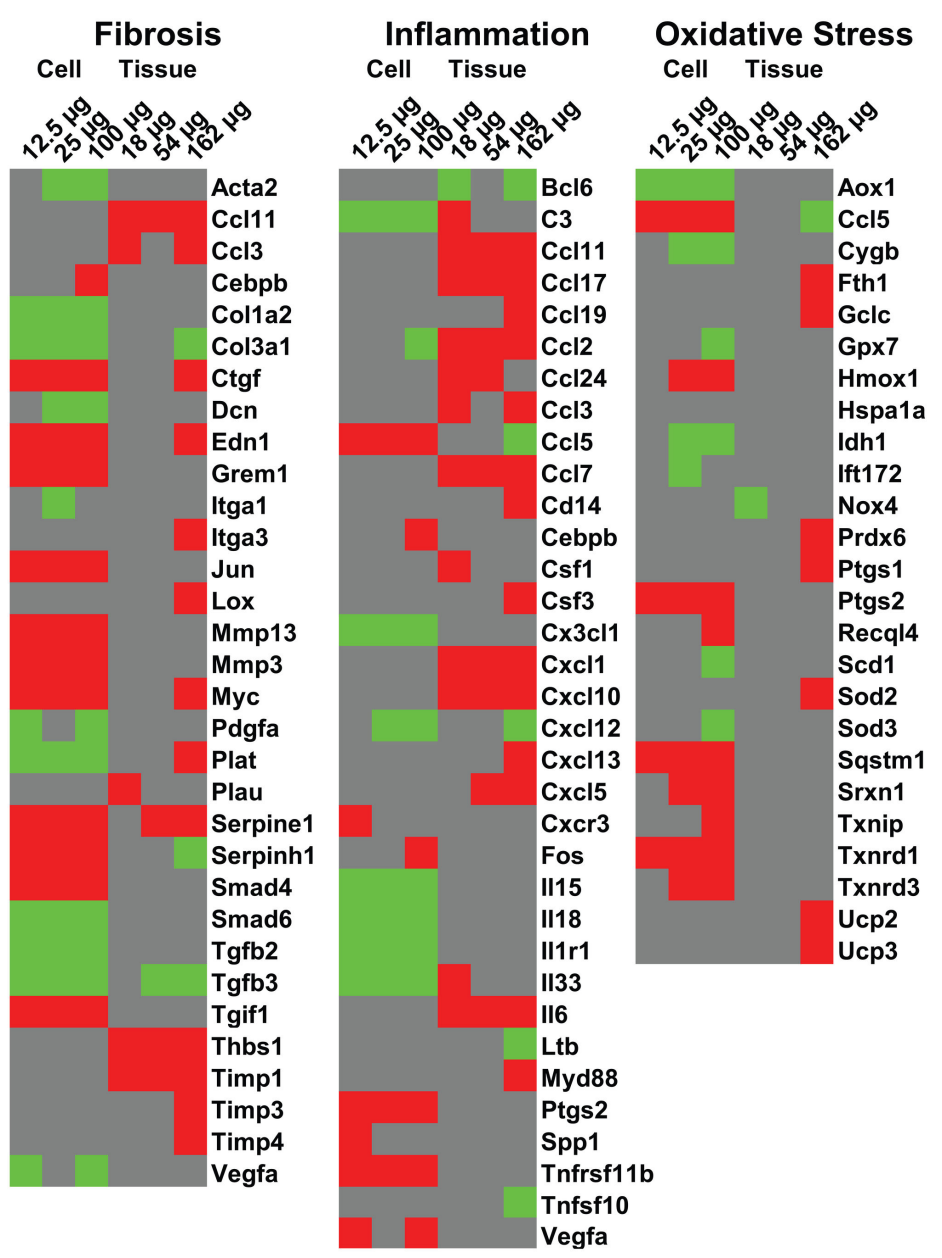
Gene heatmap comparing differentially expressed genes in the categories of fibrosis, inflammation and oxidative stress. Red represents up-regulation, green represents down-regulation and grey represents no change in the expression.

A similar contradiction in the underlying mechanisms involved in the function ‘fibrosis’ was also observed in the two systems. 

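In the lung arrays, limma called Timp1 at each dose, with log2 fold changes of 3.17 (standard error 0.59, adjusted p = 0.0199) at 18 µg, 3.72 (standard error 0.63, adjusted p = 0.0249) at 54 µg and 3.59 (standard error 0.59, adjusted p = 0.00181) at 162 µg, above all controls in each treated mouse. With 1 mouse left out, its call was lost in 3 of 22 fits at 18 µg and 8 at 54 µg, where it ranged from 3.28 (without 54 µg replicate 5) to 4.29 (without 54 µg replicate 3). Timp3 changed by 1.32 (standard error 0.20, adjusted p = 9.40e-04) and Timp4 by 0.98 (standard error 0.24, adjusted p = 0.0212) at 162 µg, each above all controls in 6 of 6 mice. Timp4 lost its call in 6 of 22 fits and ranged from 0.82 (without 162 µg replicate 5) to 1.13 (without 162 µg replicate 3). At 18 µg Timp3 and Timp4 were not called, at -0.27 and -0.64, and each differed between 162 µg and 18 µg (adjusted p = 2.30e-04 and 6.60e-04). Timp2 was not called at 162 µg (0.33, standard error 0.10, adjusted p = 0.0698).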

Matrix metalloproteinases (MMPs) were up-regulated in cells in culture, whereas, the expression of inhibitors of metalloproteinases (TIMP) was increased in the lung tissue. A profound increase in the expression of several acute phase stress genes (*Saa*, *Cxcls* and *Ccls*), chemokines, and cytokines was observed in the lung tissue, mainly reflecting chemotaxis and infiltration of inflammatory cells into the lungs. However, in contrast, increased expression of inflammatory genes was associated with epithelial activation (e.g., *Ccl5, Ptgs2*) *in vitro*. 

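Further chemokines in the lung arrays include Cxcl1, which limma called at each dose, with log2 fold changes of 1.42 (standard error 0.31, adjusted p = 0.0352) at 18 µg, 2.29 (standard error 0.33, adjusted p = 0.0133) at 54 µg and 2.59 (standard error 0.31, adjusted p = 2.41e-04) at 162 µg. It was above all controls in each treated mouse, and its call at 18 µg was lost in 9 of 22 fits with 1 mouse left out (estimates from 1.26 (without 18 µg replicate 4) to 1.58 (without control replicate 4)). Ccl17 changed by 1.75 (standard error 0.32, adjusted p = 0.0174), 1.78 (standard error 0.34, adjusted p = 0.0376) and 1.46 (standard error 0.32, adjusted p = 0.0106), and its call at 54 µg was lost in 15 of 22 fits. Ccl2 changed by 2.02 (standard error 0.49, adjusted p = 0.0504), 2.67 (standard error 0.52, adjusted p = 0.0499) and 2.21 (standard error 0.49, adjusted p = 0.0123), above all controls in each treated mouse, and lost its call at 54 µg in 17 fits. Cxcl5 was called at 162 µg (2.29, standard error 0.59, adjusted p = 0.0271) and Cxcl10 at no dose. The changes of Cxcl10 were 2.47 at 18 µg, 2.92 at 54 µg and 1.17 at 162 µg. With 1 mouse left out it passed the threshold in 5 of 22 fits at 18 µg and 2 at 54 µg.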

Overall, these results suggest different mechanisms, varying degrees of severity in response and potentially different biological outcomes to Mitsui7 exposure in epithelial cells in culture and lung tissue. 

In order to understand if the observed discrepancies between the models were due to basal level differences in the expression of genes in the two systems studied, we compared gene expression profiles of vehicle treated controls of lung epithelial cells and mouse lung tissues. We found that 60% of the genes had comparable expression levels (15,972 of 26,409 analyzed), which included genes implicated in the inflammatory and acute phase responses. Thus, differences in expression were observed for 40% of the genes (Table S4) and these genes were mainly associated with biological processes such as Cellular growth and proliferation, Cancer, Cell death and survival, Cell cycle and Cellular movement in lung epithelial cells, which mainly reflect the consequences of cellular immortalization processes. These results imply that altered basal expression levels in thousands of genes involved in Growth and Proliferation, Cell cycle and other important biological functions may play a critical role in how cells in culture respond to external stimuli such as nanomaterials. The high basal levels of expression of several growth and survival factors may provide protection against cellular injury caused by exposure to nanomaterials. This hypothesis was supported by the observed lack of response in cells treated with very low concentrations of MWCNT (described below, Table 7 and 8). In contrast, changes in the expression of important acute phase and inflammatory genes were observed in lung tissues even at the very low doses. Our results suggest that data from single cell models must be interpreted with caution.

**Table 7:** RT-qPCR validation of genes in lung tissue.

**Genes**	**2μg**	**6 μg**	**18 μg**		**54 μg**		**162 μg**	
	**PCR array**	**PCR array**	**PCR array**	**Microarray**	**PCR array**	**Microarray**	**PCR array**	**Microarray**
*Saa3*	5.5	-	-	9.9	215.8	12.3	348.7	45.6
*Cxcl5*	-	-	66.9	-	188.8	5.3	81.5	4.1
*Cxcl1*	-	-	8.0	2.3	20.5	3.9	22.1	4.7
*Ccl2*	-	3.6	14.5	3.5	-	5.0	21.9	3.9
*Ccl7*	-	8.0	-	5.5	65.9	6.9	20.2	4.3
*Il6*	-	2.0	-	2.8	-	4.0	16.1	6.5
*Timp1*	-	3.0	-	7.7	-	9.7	13.1	11.7
*Ccl11*	-	4.4	-	3.0	15.6	5.2	5.3	3.4
*Saa1*	-	-	-	3.8	-	7.0	5.0	12.3
*Ccl17*	3.1	5.2	7.8	3.5	7.5	3.4	4.9	2.8
*Ccl3*	1.9	-	3.7	1.9	-	-	4.6	2.4
*Lox*	-	-	2.1	-	1.8	-	3.8	2.4
*Myc*	1.5	-	1.9	-	2.0	-	3.0	1.9
*Cd14*	-	-	2.4	-	2.7	-	2.9	2.0
*Ccl19*	-	-	-	-	-	-	2.7	2.5
*Il33*	-	-	-	2.8	3.8	-	2.6	-
*Cxcl10*	-	2.4	-	4.5	13.8	6.0	2.5	-
*Thbs1*	-	-	1.9	-	-	2.9	2.4	2.1
*Ctgf*	-	-	-	-	-	-	2.4	2.0
*Gclc*	-	1.3	2.1	-	-	-	2.2	1.8
*Fth1*	-	-	-	-	-	-	2.0	2.3
*Ptgs1*	-	-	-	-	-	-	1.9	2.8
*Nox4*	-	-	-	-1.8	-3.6	-	-1.7	-
*Ltb*	-	-1.5	-	-	-	-	-2.2	-2.1
*Serpinh1*	-	-	1.8	-	-	-	-2.6	-2.2
*Tnfsf10*	-	-	-	-	-2.3	-	-4.5	-2.8
*Timp3*	-	-1.5	-1.7	-	-2.0	-	-	2.3
*Sod2*	-	-	-	-	-	-	-	1.8
*Ucp2*	-	-	-1.6	-	-2.0	-	-	2.2
*Cxcl13*	-	-	-	-	5.3	-	-	3.8
*Prdx6*	-	-1.8	-2.4	-1.5	-3.0	-	-	1.5
*Ucp3*	-	-1.7	-2.5	-	-2.0	-	-	2.2
*Edn1*	-	-1.7	-	-	-2.5	-	-	1.9
*Itga3*	-	-	-	-	-1.7	-	-	2.1
*C3*	-	1.8	-	2.3	2.8	-	-	-

Only significantly differentially expressed genes are shown (FDR P<0.05, fold change >1.5 in either direction). Data were normalized using *Hprt*, *Gapdh*, and *Actb* as reference genes.

**Table 8:** RT-qPCR validation of genes in cells.

**Genes**	**0.00125**	**0.125**	**1.25**	**12.5**		**25.0**		**100.0**	
	**PCR array**	**PCR array**	**PCR array**	**PCR array**	**Microarray**	**PCR array**	**Microarray**	**PCR array**	**Microarray**
*Mmp13*	-	-	1.6	15.0	9.7	18.2	12.7	27.6	10.6
*Serpine1*	-	-	-	7.3	2.9	5.9	3.9	10.1	5.0
*Ccl5*	-	-	-	2.3	3.0	4.3	2.7	8.0	3.4
*Ctgf*	-	-	-	3.9	3.0	5.4	4.3	7.7	4.6
*Mmp3*	-	-	2.9	33.1	3.5	5.3	3.9	7.0	3.0
*Sqstm1*	-	-	-	4.0	1.8	4.1	2.0	6.2	2.6
*Grem1*	-	-	1.7	2.4	2.5	3.4	2.4	5.5	2.5
*Tgif1*	-	-	-	5.5	2.0	4.4	2.3	5.0	2.5
*Hmox1*	-	-	-	2.7	-	3.1	2.1	4.7	2.5
*Myc*	-	-	-	4.1	1.8	3.0	2.8	4.6	2.6
*Tnfrsf11b*	-	-	-	-1.7	2.1	3.0	2.2	4.3	2.0
*Jun*	-	-	-	-	2.3	2.8	2.8	3.7	3.0
*Ptgs2*	-	-	-	5.4	2.5	2.6	2.9	3.7	2.6
*Spp1*	-	-	-	3.3	2.0	3.2	-	3.5	-
*Fos*	-	-	-1.5	-7.8	-	2.7	-	3.1	1.8
*Vegfa*	-	-	-	-	-	2.2	-	2.7	1.6
*Edn1*	-	-	-	1.5	2.2	2.6	2.5	2.7	2.2
*Txnip*	-	-	-	2.5	-	2.0	-	2.6	1.7
*Txnrd1*	-	-	-	3.1	1.7	2.2	1.9	2.5	2.1
*Srxn1*	-	-	-	-	-	1.7	1.5	2.1	1.5
*Txnrd3*	-	-	-	2.9	-	2.0	1.7	2.1	1.8
*Cebpb*	-	-	-	-	-	-	-	1.8	1.6
*Cygb*	-	-	-	1.7	-	1.6	-1.6	1.8	-1.6
*Cx3cl1*	-	-	-	-	-2.4	-1.8	-2.4	-1.5	-2.3
*Plat*	-	-	-	-	-1.6	-1.8	-1.6	-1.5	-1.5
*C3*	-	-	-	-2.8	-2.0	-1.7	-2.1	-1.7	-2.2
*Il1r1*	-	-	-	-2.2	-1.7	-2.1	-1.7	-1.9	-2.0
*Cxcl12*	-	-	-	-5.6	-	-1.9	-2.3	-2.1	-3.0
*Col3a1*	-	-	-	-8.6	-1.8	-2.1	-2.4	-2.3	-3.3
*Il18*	-	-	-	-9.6	-1.8	-2.5	-2.0	-2.4	-2.4
*Smad6*	-	-	-	-3.6	-1.8	-2.4	-2.1	-2.5	-2.7
*Tgfb3*	-	-	-	-5.0	-	-2.4	-1.9	-2.5	-2.7
*Il15*	-	-	-	-3.0	-1.5	-2.6	-1.5	-2.7	-1.5
*Idh1*	-	-	-	-4.9	-	-2.3	-1.9	-3.0	-2.0
*Dcn*	-	-	-	-4.9	-	-2.7	-3.4	-3.1	-4.7
*Aox1*	-	-	-	-4.5	-2.4	-4.1	-3.2	-3.7	-3.2
*Tgfb2*	-	-	-	-7.9	-1.7	-3.5	-2.3	-4.6	-3.4
*Il33*	-	-	-	-67.3	-3.6	-	-4.4	-13.0	-6.8
*Col1a2*	-	-	-	-5.6	-1.7	-	-2.4	-	-2.8
*Gpx7*	-	-	-	-2.3	-	-	-	-	-1.8
*Pdgfa*	-	-	-	-1.7	-1.5	-	-	-	-1.5
*Cxcr3*	-	-	-	1.6	1.5	1.9	-	-	-

Only significantly differentially expressed genes are shown (FDR P<0.05, fold change >1.5 in either direction). Data were normalized using *Gapdh* and *Actb* as reference genes.

### Validation of microarray results by RT-qPCR

We validated 42 genes altered in cell cultures and 42 genes in tissues (84 in total) categorised under three main established markers of MWCNT-induced effects: oxidative stress, inflammation, and fibrosis. A complete list of genes validated by RT-qPCR is provided in Table S5. Because the exposures used in the DNA microarray analysis are considered to be high compared to the expected exposure levels in the environment, we included a range of lower (lower than 12.5 μg/ml in *in vitro* and lower than 18 μg/mouse *in vivo*) exposure levels for RT-qPCR validation. The final validation by RT-qPCR included 0.0125, 0.125, 1.25, 12.5, 25 and 100 µg/ml in FE1 cells, and 2, 6, 18, 54, 162 µg/mouse *in vivo*. 

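The lung RT-qPCR fold changes that the paper gives were set beside the microarray log2 fold changes of the re-analysis for 42 genes. Across genes, which are not independent replicates, Pearson's r was 0.805 at 18 µg, 0.840 at 54 µg and 0.838 at 162 µg, and Spearman's rho 0.796, 0.791 and 0.795. The direction was the same for 36, 31 and 35 of the 42 genes. The slope of the microarray on the RT-qPCR values was 0.501, 0.470 and 0.521, and the microarray change was the smaller for 33, 32 and 29 genes. Over the 6 genes called at 54 µg, r was 0.586.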

The RT-qPCR results were broadly consistent with the microarray results (Tables 7 and 8). Interestingly, in cell cultures, no significant changes were observed, with the exception of moderate down-regulation of *Mmp3* and up-regulation of *Cx3cl1* at the lowest concentration (0.0125 µg/ml) tested, (we note that the direction of change for *Cx3cl1* was reversed at the higher concentrations). In order to confirm that lack of response in FE1 cells following low concentration exposures was not due to the analysis of only a subset of genes associated with a few biological effects, global analysis of gene expression analysis was performed (as described above) on the lower concentration (0.0125, 0.125, 1.25 µg/ml) groups. The microarray analysis (data not shown) confirmed the subtle response observed by RT-qPCR. In contrast, in the lung tissues, several genes (*Saa3, C3, Cxcl10, Myc, Ccl3, Ccl17, Ccl11, Timp1, IL6, Ccl7, Ccl2 and Cxcl5*) involved in acute phase and inflammation were significantly up-regulated even at the lowest concentrations tested (2 µg/mouse). The data suggest that the lung tissue is generally more sensitive to Mitsui7 exposure than the FE1 lung epithelial cells and that these genes can potentially be used as sensitive markers of exposure to Mitsui7 and like particles. 

### Perspectives

Despite the urgent need for rapid *in vitro* assays that are predictive of *in vivo* toxicity for ENM testing, few *in vitro* validation exercises have been conducted to comprehensively characterize mechanistic similarities and differences for ENM-exposed cells in culture compared to tissues from live model organisms exposed to ENM. Existing publications on this topic have been limited to a small selection of biological endpoints that include inflammation, oxidative stress, and tissue damage (reviewed in 9,66-68). In these existing studies, the *in vivo* lung toxicity assays applied have generally consisted of analysis of BAL fluid for markers of inflammation (infiltration of inflammatory cells, increased production of cytokines and chemokines), oxidative stress (oxidative stress markers, DNA damage), and cytotoxicity (LDH and alkaline phosphatase). These measurements are then analyzed in parallel in cells exposed *in vitro* to the same substance. For example, Wang et al. [15], measured markers of fibrosis in lung tissues and in different lung cell culture models and found good agreement between the profibrogenic responses *in vitro* and *in vivo* [15]. In another study, Horie et al. [69] measured levels of hydroperoxy octadecadienoate (tHODE), an indicator of oxidative stress, in rat lungs exposed to nickel nanoparticles and in cells exposed in Petri culture dishes. They showed comparable increases in tHODE 24 hours after the exposure to particles *in vivo* and *in vitro* [69]. However, although similar perturbations were described *in vitro* and *in vivo* in the above studies, the magnitude of response between the lung tissue and cells in culture in the above studies was different. These differences in the magnitude of response may occur because of difficulties in matching the predicted particle-exposed lung surface area to the surface area of Petri dishes in which the cells are incubated. Moreover, *in vivo* studies evaluated toxicity in complex multi-cellular tissues; whereas, *in vitro* studies primarily focus on understanding the response of a single cell type isolated from a specific organ.

In the present study, we exposed mice *via* instillation and incubated mouse lung epithelial cells in culture dishes to three different doses of Mitsui7. Our *in vivo* to *in vitro* dose comparison was based on the total lung surface area and the total surface area of the Petri dish in which cells were exposed (Table 2). Unlike previous studies, we analyzed the global gene expression response to Mitsui7 in lung tissue and cells using comprehensive and high-content DNA microarrays to globally characterize potential mechanistic differences in response. Three major concepts emerged from this analysis: (1) the primary toxic response *in vivo* was an early acute phase and inflammation dose-response which was not activated *in vitro*; (2) the *in vitro* model is less responsive than the *in vivo* at lower doses and does not show a dose-response pattern in the induction of toxicity pathways at increasingly higher concentrations; and (3) both models respond by activating similar core cellular functions (oxidative stress and fibrosis) at the pathway level, however, regulation of most individual genes, the underlying mechanisms and consequent nature of the biological response are different. We suggest that careful consideration should be given to the *in vitro* concentrations selected, the types of cells used, and the endpoints studied when deriving regulatory decisions for ENM such as Mitsui7.

## Supporting Information

File S1 **Characterization of Mitsui7 in dispersion medium.**
(PDF) Click here for additional data file.

Figure S1 **DLS measurements of Mitsui7 in different dispersion medium.**
(PDF) Click here for additional data file.

Table S1 **Genes differentially expressed in vivo.**
(XLS) Click here for additional data file.

Table S2 **Genes differentially expressed in vitro.**
(XLS) Click here for additional data file.

Table S3 **Genes commonly enriched in the three dose groups in vitro.**
(XLS) Click here for additional data file.

Table S4 **List of genes showing differential expression in control lung epithelial cells vs control lung tissue samples.**
(XLS) Click here for additional data file.

Table S5 **List of genes validated by RT-PCR in lung tissue and in lung epithelial cells.**
(XLS) Click here for additional data file.

# Supplementary material for: Transcriptomic Analysis Reveals Novel Mechanistic Insight into Murine Biological Responses to Multi-Walled Carbon Nanotubes in Lungs and Cultured Lung Epithelial Cells
**Source:** PLoS One. 2013 Nov 19;8(11):e80452. doi: 10.1371/journal.pone.0080452
**Supplement:** File S1 — Characterization of Mitsui7 in dispersion medium.

## Materials and Methods

### Characterization of Mitsui7 in dispersion medium

#### *Dynamic Light Scattering (DLS)*

The average size of Mitsui7 in the dispersion medium at dose 162 µg used for *in vivo* exposures (0.9% NaCl in MilliQ water with 10% v/v BAL) and for *in vitro* exposures in cell culture medium at dose 100 µg/ml was determined by Dynamic Light Scattering (DLS) using a Malvern Zetasizer Nano ZS (Malvern Instruments Nordic AB, MAL1040112, Greve, Denmark). Analyses were performed on both unfiltered as well as 3.1-µm-filtered (Cellulose Acetate; DISMIC1-25CS; Toyo Roshi Kaisha Ltd., Japan) samples and 0.2 µm filtered vehicle to avoid interference from coarse particle agglomerates. Samples were measured at 25°C in 1 mL Malvern disposable polystyrene cuvettes. Data were analyzed using the Dispersion Technology Software version 6.2 (Malvern Instruments Nordic AB, Greve, Denmark). Analysis of hydrodynamic size was conducted through the refractive ( $R_i$ ) and absorption indices ( $R_{abs}$ ) of 2.020 and 2.000, respectively, for Mitsui7 and viscosity properties for H<sub>2</sub>O (0.89 cP). For analysis of the *in vivo* vehicle we used the Malvern standard conditions for both water and protein ( $R_i = 1.450$ ;  $R_{abs} = 0.001$ ).

# Supplementary material for: Transcriptomic Analysis Reveals Novel Mechanistic Insight into Murine Biological Responses to Multi-Walled Carbon Nanotubes in Lungs and Cultured Lung Epithelial Cells
**Source:** PLoS One. 2013 Nov 19;8(11):e80452. doi: 10.1371/journal.pone.0080452
**Supplement:** Figure S1 — DLS measurements of Mitsui7 in different dispersion medium.

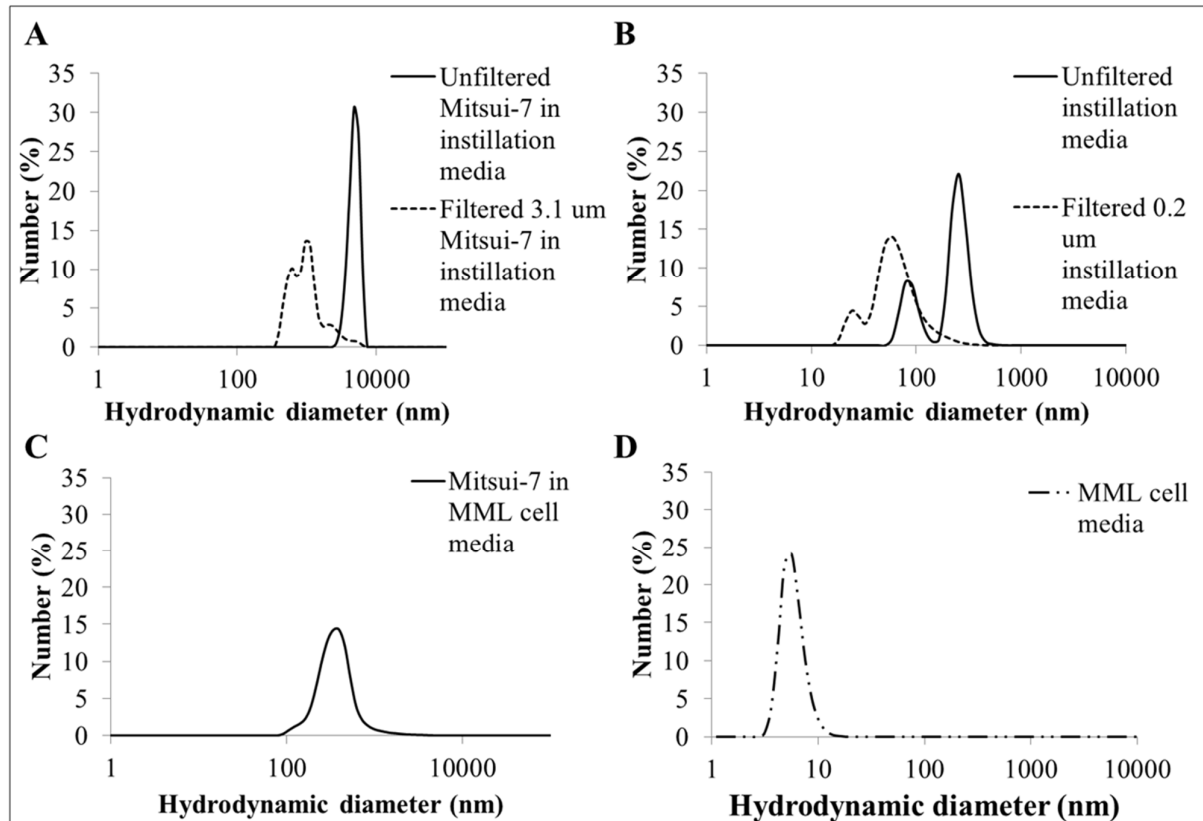

**Figure S1: DLS measurements of Mitsui7 in different dispersion medium. (A)**

The hydrodynamic diameter (Dh) in nm of Mitsui7 in the *in vivo* exposure medium (MilliQ H<sub>2</sub>O + 0.9% NaCl and 10% v/v acellular BAL). Solid line - unfiltered, dashed line - filtered 0.2 μm. (B) Dh of nonspecific (proteins) molecules in the *in vivo* exposure medium. Solid line - unfiltered, dashed line - filtered 0.2 μm. (C) Dh of Mitsui7 in unfiltered *in vitro* exposure medium (DMEM/F-12 + GlutaMax<sup>TM</sup>-1 with 2% FBS, 1% pen/strep solution and 100 ng/μl murine EGF). (D) Dh of nonspecific (proteins) molecules in the *in vitro* exposure medium.

How the deposited data were processed for this re-analysis (not part of the article)

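Lung RNA of 22 female mice was analysed, from 5 vehicle controls, 6 mice given 18 µg, 5 given 54 µg and 6 given 162 µg Mitsui7, 24 hours after instillation. The cell line arrays, lavage counts and cytotoxicity data of the paper were not analysed here, and RT-qPCR values were taken from the paper's tables. Ccl13 was not analysed here, and 1 further gene that the paper names at 162 µg is not reported here.

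The authors deposited intensity values for each array, the median pixel signals of each spot in both channels and of its local background, neither background subtracted nor normalized, written by Feature Extraction 10.7.3.1 per the file headers. The authors also deposited a table of normalized log2 ratios of lung to reference, 1 value per probe, whose normalization they do not state. The intensities were used for the values reported, and the log2 table as an alternative.

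Spots that the software marks as outliers were left out. Log ratios of Cy5 to Cy3 were normalized within each array by loess with a span of 0.3, and the median over replicate spots was taken for each of 55681 probes. Of these, 26413 were named through their RefSeq accession, 468 through the study's tables, and 28800 have no gene name. For 3090 of 3093 probes named both ways the gene was the same. Gene names number 20383.

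Computations used R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Dose and slide were fixed effects over 22 arrays and 7 slides, with 12 residual degrees of freedom, and p was adjusted by the method of Benjamini and Hochberg. Probes were called at an adjusted p of at most 0.05 and a change of at least 1.5-fold, if expressed. Expression required a Cy5 signal above the trimmed mean (5% trimmed) plus 3 trimmed standard deviations of the 308 negative control spots on at least 80% of the arrays of a group. Tested on simulated data, limma recovered 97%, 94% and 95% of 200 probes changed by 1.5 on the log2 scale at the 3 doses. The simulated noise was independent between probes, and the change was larger than the 1.5-fold threshold. These shares therefore do not tell how many smaller changes are found, or how many under variation that probes share.

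Gene lists were tested with camera at a preset correlation of 0.01, over 16821 expressed genes, and adjusted over 51 tests. The lists cover proliferation, cell cycle inhibitors, acute phase and chemokine, retinoid and pyrimidine nucleotide genes, ciliated, club, type II alveolar, neutrophil, eosinophil, alveolar macrophage, B and T cells, and the aryl hydrocarbon receptor, cholesterol, glutathione and hepatic fibrosis lists of Table 6. The lists, the comparisons and the alternatives were chosen before the data were examined, apart from the alternative that joins the deposited log2 table with the shrinkage F test (Fs) of the paper's methods. Named genes are those that the paper names, the genes of Table 4 and the top genes of each dose whose mice all lie apart from the controls. A gene is represented by its probe with the highest mean intensity.

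The median Cy5 signal over local background was 2.00 in controls, 1.44 at 18 µg, 1.49 at 54 µg and 1.72 at 162 µg. Alternatives were normexp background correction with an offset of 50, median centring, no normalization, between-array quantile normalization, the Cy5 channel alone at its 75th percentile, the deposited log2 table, other slide terms, other filters and thresholds, the Fs test, other set tests and leaving out each mouse.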

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

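Of the tests in this part, those of ciliated cell genes on brighter slides and against type II alveolar cell genes were chosen only after the result was seen.

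In 298 groups of mice tested, a mouse lay far from the others of its group in 18, where 15 are expected by chance, so these values are not more frequent than chance gives. No biological explanation was tested for them, as the design names none that parts mice of a group. The median Cy5 signal of control replicate 5 was 102, with 131 to 140 in the other controls. It is on slide 7, whose arrays are dim.

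The remaining values are log2 ratios to the reference RNA, with the range of the other mice of the group. Saa1 was 0.73 in control replicate 3 (-1.73 to -1.19), Cxcl10 -1.44 in the same mouse (-2.16 to -2.04), and Cdkn1a 0.34 in control replicate 2 (-1.41 to -0.94). In control replicate 4, Gapdh was -1.75 (-1.40 to -1.29), Nox4 3.29 (4.05 to 4.24) and Tnfsf10 4.14 (4.93 to 5.22). At 18 µg, Cdk1 was -3.97 in replicate 2 (-3.07 to -2.55) and Ccl3 -1.30 in replicate 4 (-3.07 to -2.45). At 54 µg, Ccl24 was -2.58 (1.40 to 2.27) and C3 1.96 (3.16 to 3.57) in replicate 3, and Thbs1 1.98 in replicate 5 (0.43 to 0.84). At 162 µg, Cxcl1 was -2.82 in replicate 3 (-2.02 to -1.55), Lpl 3.79 (2.91 to 2.99) and Gclc 3.24 (3.51 to 3.63) in replicate 5, and Areg 0.15 (1.55 to 2.35), Ucp2 3.97 (1.76 to 2.50) and Tnfsf10 1.46 (3.30 to 3.87) in replicate 6.

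Ciliated cell genes, which the paper does not report, had a median log2 fold change of -0.92 at 18 µg and -0.89 at 162 µg, with 45 of 46 expressed genes lower at each dose. Among the highest ratios to the reference RNA in controls were Dnah6 with 5.87 and Ccdc153 with 5.73. On slides 1, 2, 4 and 5, where signals are brighter, the list mean at 162 µg was -0.7344 (standard error 0.229), which argues against dim arrays as the whole cause. At 18 µg the list mean on these slides was -0.554 (standard error 0.229), against -0.84 over all slides. Type II alveolar cell genes less ciliated cell genes changed by 1.002 (standard error 0.294) at 162 µg, which argues against a dilution of all resident lung cells by incoming ones. A lower share of ciliated cells, lower expression in these cells and uneven sampling of airways stay open.

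B cell genes, which the paper does not report either, had a median log2 fold change of -0.63 at 162 µg, with 17 of 19 genes lower and 8 called (camera, adjusted p = 2.56e-05). At 18 µg 13 of 19 were higher (adjusted p = 0.0582), and the list differed between 162 µg and 18 µg (adjusted p = 1.71e-10). These p-values rest on the preset correlation. Against controls at 162 µg the list passed in fry (adjusted p = 0.00887), but not in camera with the correlation estimated from the data (adjusted p = 0.286). No technical or biological explanation was tested for this list.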

How the results depend on the processing

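Of the settings in this part, the deposited log2 table joined with the Fs test was chosen only after the data were seen.

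The counts of genes are those at 18, 54 and 162 µg, at all 3 doses, and between 162 and 18 µg (419, 72, 1427, 34 and 1015). Each stayed within 1.5 times its value under normexp background correction, the mean of replicate spots, no detection filter and the filter on well above background flags. Between-array quantile normalization leaves ratios unchanged and tests nothing.

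Median centring gave 136, 3, 436, 2 and 203, and moved the aryl hydrocarbon receptor genes at 18 µg to -0.55, past the threshold. No normalization gave 2, 0, 6, 0 and 36, with 3 genes of Table 4 that differ between 162 and 18 µg, and -0.71 for the same list. The median change of expressed probes, -0.01 at each dose with loess, is -0.14 at 18 µg and -0.11 at 162 µg after median centring, -0.30, 0.13 and -0.14 at the 3 doses without normalization, and 0.17 at 18 µg with the Cy5 channel alone. All 136 genes called at 18 µg after median centring were lower. The Cy5 channel alone gave 130 genes at 54 µg, a correlation of 0.975 within groups, and -0.17 for aryl hydrocarbon receptor genes at 18 µg and -0.11 for retinoid genes at 162 µg, both past the threshold. Ratios of the deposited log2 table followed the loess ratios with a median slope of 0.63 on slide 7, 0.81 on slide 3 and 0.91 on slide 5. On the other slides the slope was 0.99. The deposited log2 table gave 72 genes at 18 µg, 7 at 54 µg and 3 at all 3 doses, and a correlation of 0.872. Joined with the Fs test it gave 204, 17 and 10. The cause was not tested for these.

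Without a slide term 244 genes were called at 18 µg. Slide as a random block (correlation 0.270) gave 161 at 54 µg and 73 at all doses, and cannot be used with camera. A fit of only the 2 groups compared, which has fewer samples, gave 126 at 18 µg, 707 at 54 µg and 56 at all doses, and neutrophil genes at 18 µg were then lower (-0.27, past the threshold). Filtering before the test, with fewer probes tested, gave 109 at 54 µg. No fold threshold gave 2184 at 162 µg and 1633 between 162 and 18 µg, as it admits smaller changes. The cause was not tested for the other changes.

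Arrays of the same replicate number are not pairs by design. Between such mice of different groups the median correlation of deviations from group means was 0.17, against 0.26 for mice that share a slide and 0.10 for equal numbers on different slides. With the number as a block in place of slide, 190 genes were called at 54 µg and 93 at all doses.

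Of 51 list tests, 23 were past the threshold with camera, 13 with fry, which added retinoid genes (-0.10) and cell cycle inhibitors (0.27) at 162 µg, and 0 with the correlation estimated from the data. There glutathione (-0.56), acute phase (1.03) and proliferation genes (0.58) at 18 µg and acute phase genes at 54 µg (1.41) and 162 µg (1.57) no longer passed. Over called genes alone, the correlation with RT-qPCR at 54 µg was 0.586.

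With each mouse left out, genes called ranged from 25 to 700 at 18 µg, 6 to 231 at 54 µg, 997 to 1630 at 162 µg, 2 to 141 at all doses and 744 to 1136 between 162 and 18 µg. Those of Table 4 ranged from 13 to 19, list tests from 16 to 24, and correlations with RT-qPCR from 0.778 to 0.825, 0.806 to 0.863 and 0.806 to 0.862. Named genes kept their side of the threshold in 4373 such fits, fell short in 297 and newly passed in 82, and lists in 842, 48 and 12. Direction was not always kept, as for Ucp2 at 18 µg (0.07, and -0.04 without 54 µg replicate 5). The pyrimidine nucleotide list at 18 µg (0.02, and -0.02 without control replicate 4) is another case. Median Cy5 signals of 1.18 to 2.5 times local background limit what dim probes can show.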

Differences from the paper's values

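Of the tests in this part, the comparisons of the paper's values with fits that leave out a mouse and with Table S1 were chosen only after the result was seen.

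Counts are taken to differ where 1 value is more than 1.5 times the other. Fold changes are taken to differ where, in addition, the gap on the log2 scale exceeds the SD between mice of a group. By this rule 3 of 12 counts and 3 of 75 fold changes differ. The 75 are those of the paper's running text and of Table 7. Apart from genes that recur there, the fold changes of Table 4 were compared in direction alone. The paper's number of expressed probes is not among the 12, as it covers both cells and tissues and the number here lungs alone.

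For genes called at 54 µg the paper gives 114, and 72 were called here. There is no difference by the rule under the Cy5 channel alone (130), slide as a random block (161), filtering before the test (109) and the Fs test (76), nor without 18 µg replicate 4 (86), 18 µg replicate 6 (91) or 162 µg replicate 4 (90). For genes up at 18 µg the paper gives 219, and 131 were found here. There is none under slide as a random block (214), the replicate number as a block (250), filtering before the test (196), no fold threshold (166) and the Fs test (185), nor without control replicate 2 (190), 18 µg replicate 2 (146), 18 µg replicate 6 (203), 54 µg replicate 3 (169), 54 µg replicate 5 (234) or 162 µg replicate 6 (224). For genes up at 54 µg the paper gives 79, and 46 were found here. There is none under the Cy5 channel alone (92), slide as a random block (101), the replicate number as a block (118), filtering before the test (64) and the Fs test (56), nor without 18 µg replicate 4 (59), 18 µg replicate 6 (55), 54 µg replicate 5 (71) or 162 µg replicate 4 (57). These counts differ from the paper's under the other alternatives and with any other mouse left out.

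The fold change of Saa3 at 54 µg is 12.3 in the paper and 34.93 here, and among all settings only the deposited log2 table (13.26) gives no difference. Ratios in that table are smaller than the loess ratios on slides 3, 5 and 7. The fold change of Saa3 at 162 µg is 45.6 in the paper and 82.65 here. There is no difference under normexp background correction (76.21), median centring (49.46), no normalization (46.89), the Cy5 channel alone (63.34), the deposited log2 table (43.15) and a fit of only the 2 groups compared (68.94), nor in 8 of 22 fits with a mouse left out, with 67.21 (without control replicate 1) the lowest. Under the others it differs. The fold change of Lipe at 162 µg is 2.5 in the paper's text and 1.638 here, while the paper's Table S1 gives 1.56, from which the value here does not differ. From the value in the text there is no difference in a fit of only the 2 groups compared (1.738) and in 6 of 22 fits with a mouse left out, with 1.786 (without 162 µg replicate 1) the highest, and under the others it differs. For Saa2 at 54 µg the paper gives 12.0 in its text and 4.28 in Table S1, and 6.767 was found here, which differs from neither by the rule. Of 71 fold changes read from Table S1, 2 differ, those of Saa3 at 54 µg and 162 µg.

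The paper states that E2f1 was differentially expressed, and it was not called here at any dose under any alternative tried. The paper names Saa2, Il6, Ccl7, Ccl11 and Ccl24 as up at 54 µg, and none passed the threshold here. All 5 pass with the Cy5 channel alone, the replicate number as a block, a fit of only the 2 groups compared, and without 54 µg replicate 3. Il6 and Ccl7 also pass without a slide term, and Il6, Ccl7 and Saa2 with slide as a random block. At 162 µg Ccl11 passes with the Cy5 channel alone, without a slide term, with slide or replicate number as a block and in a fit of only the 2 groups compared, and Ccl24 under none.

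At 18 µg the paper gives Entpd2 and Nme5 as lower. Entpd2 passes here with slide as a random block and without 54 µg replicate 5 or 162 µg replicate 5, and Nme5 with the Cy5 channel alone. At 162 µg the paper gives Dhrs3, Rbp7 and Lipe as changed. Rbp7 passes without 162 µg replicate 5, and Lipe with the deposited log2 table, with slide as a random block and without 18 µg replicate 6 or 162 µg replicate 6. Dhrs3 falls short of the fold threshold here, and passes with the deposited log2 table, without a slide term, with slide or replicate number as a block, and without 162 µg replicate 3 or 4. Ucp2, which the paper gives as up, passes with the Cy5 channel alone, without a slide term, with slide or replicate number as a block and in a fit of only the 2 groups compared.

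The paper describes a negative regulation of the cell cycle at 18 µg, where proliferation genes were higher here and cell cycle inhibitors not changed. It describes a negative regulation of fibrosis genes in the lung, drawn from its heat map of marker genes. Of the hepatic fibrosis genes of Table 6, as many were higher as lower here at 18 µg and 162 µg. That list was made for the cell line and is not the marker set, so it does not decide the question. It chose Gapdh for stable expression, and the 7 Gapdh probes were higher here at each dose with loess. Of the alternatives, only its brightest probe was examined, which did not change at 18 µg without normalization (0.00).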

Other observations

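Of the tests in this part, those that set Ak8, Nme5, Entpd2 and Entpd8 beside ciliated cell genes were chosen only after the result was seen.

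In splits of the mice into groups of the same sizes, the number of genes called was as large as the real one in 1 of 100 at 18 µg, 2 of 100 at 54 µg and 1 of 100 at 162 µg. The same was 1 of 100 for genes that differ between 162 and 18 µg and 1 of 100 for genes called at all 3 doses, the real split included. As 1 of 100 is the lowest share possible here, this argues against chance for the counts other than that at 54 µg, without excluding it. At 162 µg the highest other split called 798 genes. At 54 µg the share is also under 0.05, but 1 other split gave 186 genes, more than the real groups, and the count is weak evidence. For genes of Table 4 that differ between 162 and 18 µg it was 2 of 100, which does not settle it, as the study chose the list on the real groups. For the number of gene lists past the threshold it was 51 of 100 at 18 µg, 13 of 100 at 54 µg and 8 of 100 at 162 µg, so chance is not excluded.

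Fewer genes were called at 54 µg than at 18 µg, but a fit of only the 2 groups compared turned this round (707 and 126). With 5 of the 6 mice at 18 µg, no more genes than at 54 µg were called in 1 of 6 subsets, so the smaller group and its place on the slides cannot be told apart from a smaller response.

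The correlation of fold changes between 54 µg and 162 µg was reached in 6 of 100 simulations of unchanged groups that share these controls, so shared controls may account for it.

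Microarray fold changes were smaller than those of RT-qPCR, with a slope of 0.5068 at 162 µg after normexp background correction and 0.521 without. The offset of 50 adds back a constant that shrinks ratios, so signal left uncorrected for background cannot be told apart from other causes.

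Within groups, Ak8 varied with the mean over ciliated cell genes over 22 arrays (r = 0.938, rho = 0.895, permutation p = 1e-05, the smallest possible, adjusted p = 2e-05; r = 0.916 without 2 mice). So did Nme5 (r = 0.943, rho = 0.901, adjusted p = 2e-05 by permutation). Neither gene is in the ciliated list, of which the lung expresses 46 of 47 genes. A candidate explanation for the lower Ak8 and Nme5 at 18 µg is a lower share of ciliated cell RNA. For Entpd2 (r = 0.486, permutation p = 0.057; rho = 0.535, permutation p = 0.0308; r = 0.570 within group and slide) and Entpd8 (r = 0.214, permutation p = 0.345; r = 0.460 within group and slide) this cannot be told apart from other causes.

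Eosinophil genes changed by 0.1374 at 18 µg, -0.00187 at 54 µg and 0.16 at 162 µg (camera, adjusted p = 0.178, 0.984 and 0.278), which does not settle whether they follow eosinophil numbers in lavage. Further list means at 18, 54 and 162 µg were -0.85, -0.48 and -0.56 for club cells (adjusted p = 0.00225, 0.00519 and 0.0411). They were -0.06, 0.24 and 0.52 for neutrophils (adjusted p = 0.984, 0.201 and 0.0343), and 0.13, 0.34 and 0.33 for the cholesterol genes of Table 6 (adjusted p = 0.0277, 2.70e-06 and 8.46e-04). With 1 mouse left out, the cholesterol call at 18 µg was lost in 5 of 22 fits and the club cell call at 162 µg in 6. Without control replicate 2 the cholesterol mean at 18 µg was 0.06.

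At 18, 54 and 162 µg the list means were -0.84, -0.44, -0.90 (adjusted p = 2.34e-16, 7.03e-08, 1.58e-14) for ciliated cells, 0.20, 0.05, 0.10 (adjusted p = 0.0943, 0.862, 0.540) for type II alveolar cells, 0.13, 0.15, 0.23 (adjusted p = 0.0475, 0.217, 0.130) for alveolar macrophages, 0.06, -0.24, -0.12 (adjusted p = 0.217, 1.86e-04, 0.130) for T cells, and -0.13, -0.15, -0.10 (adjusted p = 0.293, 0.00684, 0.123) for retinoid genes. B cell genes at 54 µg changed by -0.40 (adjusted p = 8.50e-05), aryl hydrocarbon receptor genes by -0.02 at 54 µg and 0.01 at 162 µg (adjusted p = 0.914 and 0.984), and proliferation genes at 162 µg by 0.19 (adjusted p = 0.00454). After median centring or without normalization the means of B cell, T cell, cholesterol, type II and macrophage genes at 18 µg and of proliferation, type II and aryl hydrocarbon receptor genes at 162 µg were negative, and without normalization that of eosinophil genes at 18 µg too.

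Alveolar macrophage genes at 18 µg lost their call in 12 of 22 fits with 1 mouse left out, and did not pass in fry (adjusted p = 0.341). Their mean ranged from 0.05 (without 18 µg replicate 1) to 0.19 (without 54 µg replicate 5). Ciliated cell genes at 54 µg did not pass in fry either (adjusted p = 0.278). The call of neutrophil genes at 162 µg was lost in 9 of 22 fits with 1 mouse left out, and their mean ranged from 0.20 (without 162 µg replicate 2) to 0.91 (without control replicate 2). Control replicate 2 had a mean log2 ratio of 3.20 over these genes, against 1.25 to 1.58 in the other controls. Without it the mean change was 0.32 at 18 µg and 0.53 at 54 µg. Without control replicate 3 it was -0.25 and -0.03. Cell cycle inhibitors changed by 0.06 at 54 µg and 0.27 at 162 µg (camera, adjusted p = 0.616 and 0.0687; fry at 162 µg, adjusted p = 0.0208), with 14 of 22 genes higher and 3 called higher at 162 µg. After median centring or without normalization their mean at 162 µg was negative.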
